# Increasing the resilience of plant immunity to a warming climate

**DOI:** 10.1038/s41586-022-04902-y

**Published:** 2022-06-29

**Authors:** Jong Hum Kim, Christian Danve M. Castroverde, Shuai Huang, Chao Li, Richard Hilleary, Adam Seroka, Reza Sohrabi, Diana Medina-Yerena, Bethany Huot, Jie Wang, Kinya Nomura, Sharon K. Marr, Mary C. Wildermuth, Tao Chen, John D. MacMicking, Sheng Yang He

**Keywords:** Plant hormones, Plant immunity, Climate-change impacts, Biotic

## Abstract

Extreme weather conditions associated with climate change affect many aspects of plant and animal life, including the response to infectious diseases. Production of salicylic acid (SA), a central plant defence hormone^1–3^, is particularly vulnerable to suppression by short periods of hot weather above the normal plant growth temperature range via an unknown mechanism^4–7^. Here we show that suppression of SA production in *Arabidopsis thaliana* at 28 °C is independent of PHYTOCHROME B^8,9^ (phyB) and EARLY FLOWERING 3^10^ (ELF3), which regulate thermo-responsive plant growth and development. Instead, we found that formation of GUANYLATE BINDING PROTEIN-LIKE 3 (GBPL3) defence-activated biomolecular condensates^11^ (GDACs) was reduced at the higher growth temperature. The altered GDAC formation in vivo is linked to impaired recruitment of GBPL3 and SA-associated Mediator subunits to the promoters of *CBP60g* and *SARD1*, which encode master immune transcription factors. Unlike many other SA signalling components, including the SA receptor and biosynthetic genes, optimized *CBP60g* expression was sufficient to broadly restore SA production, basal immunity and effector-triggered immunity at the elevated growth temperature without significant growth trade-offs. CBP60g family transcription factors are widely conserved in plants^12^. These results have implications for safeguarding the plant immune system as well as understanding the concept of the plant–pathogen–environment disease triangle and the emergence of new disease epidemics in a warming climate.

## Abstract (web summary)

Suppression of salicylic acid production in *Arabidopsis* *thaliana* at high temperature is caused by decreased recruitment of GUANYLATE BINDING PROTEIN-LIKE 3 defence-associated condensates on promoter sites of master immune regulatory genes.

## Main

Previous studies have shown that basal^13,14^ and pathogen-induced^15–17^ SA production are negatively affected by higher temperatures within the optimal plant growth range^13,14^ or short periods of heat waves above the optimal range^15–17^. The temperature sensitivity appears to be unique to the SA pathway, as other stress hormone pathways, such as jasmonate and abscisic acid, are upregulated at higher temperature^15,18^. The mechanisms underlying selective suppression of the SA pathway during heat waves above the optimal temperature range is unclear and remains controversial^15,16^, leaving a significant gap in our understanding of how a warming climate with frequent and extreme heat waves would influence the effectiveness of the plant immune system. This knowledge gap presents a major obstacle to developing climate-resilient plants in which SA-mediated defences operate effectively, a key concern for future agricultural productivity, ecosystem preservation and the emergence of new plant disease pandemics^4,5,19,20^.

## Temperature vulnerability of the SA pathway

The model plant *A. thaliana* accession Col-0 becomes hypersusceptible to the virulent pathogen *Pseudomonas syringae* pv. *tomato* (*Pst*) DC3000 during a short period of growth at elevated temperature^15^ (Fig. 1a). Elevated temperature also suppressed the expression of *ISOCHORISMATE SYNTHASE 1*^15^ (*ICS1*) (Fig. 1b), a key SA biosynthetic gene^21^, leading to reduced SA accumulation at 28 °C versus 23 °C (Fig. 1c). Although elevated temperature does not affect MAP kinase activation during the early stages of pattern-triggered immunity (PTI) in response to bacterial flagellin-derived flg22 peptide^22^, downstream SA accumulation is significantly reduced (Extended Data Fig. 1a). Furthermore, consistent with previous studies showing suppressed effector-triggered immunity (ETI) at elevated temperature^22–25^, we found that SA accumulation in *Arabidopsis* Col-0 plants is suppressed at 28 °C after infection with an ETI-activating *P. syringae* strain (Extended Data Fig. 1b). Finally, elevated temperature downregulated the expression of SA-response genes in both dicot (rapeseed, tobacco and tomato) and monocot (rice) crop plants, after pathogen infection and/or pathogen-independent elicitation with benzothiadiazole (BTH), a synthetic SA analogue (Extended Data Fig. 1c–g). Together, these results suggest that the temperature vulnerability of the SA pathway is probably a common feature in plants and has pervasive effects on basal immunity, PTI and ETI.

**Fig. 1:**
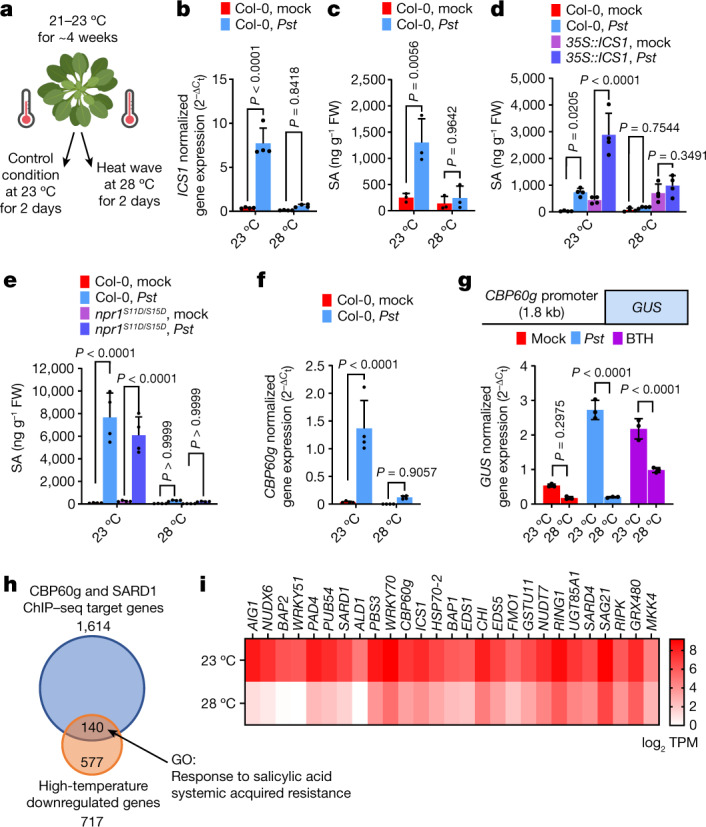
Temperature vulnerability of *CBP60g* gene expression and the SA transcriptome. Leaves of 4- to 5-week-old *Arabidopsis* plants were syringe-infiltrated with mock (0.25 mM MgCl_2_), *Pst* DC3000 (10^6^ colony forming units (CFU) per ml^−1^ suspension) or BTH solution and then incubated at 23 °C or 28 °C. Hormone analysis, RNA sequencing (RNA-seq), and quantitative PCR with reverse transcription (RT–qPCR) were performed 24 h after treatment (that is, 1 day post-inoculation (dpi)). **a**, A schematic diagram of the experimental protocol. **b**,**c**, *ICS1* transcript (**b**) and SA (**c**) levels in mock- and *Pst* DC3000-infiltrated Col-0 plants at 1 dpi. FW, fresh weight. **d**,**e**, SA levels in mock- and *Pst* DC3000-inoculated Col-0 (**d**,**e**) and *35S::ICS1* (**d**) or *npr1*^*S11D/S15D*^ (**e**) plants at 1 dpi. **f**, Endogenous *CBP60g* transcript level of samples in **b** at 1 dpi. **g**, Top, schematic of the *GUS* reporter gene. Bottom, *GUS* reporter gene expression in mock-, *Pst* DC3000- and BTH-treated *pCBP60g::GUS* plants one day after treatment. **h**, Gene Ontology (GO) analysis of *Pst* DC3000-induced genes that are differentially regulated at elevated temperature and their overlap with the SARD1 and CBP60g ChIP–sequencing dataset^31^. **i**, Representative RNA-seq reads after *Pst* DC3000 infection of defence-related CBP60g target genes for plants in **h**. TPM, transcripts per million mapped reads. Data in **b**–**g**,**i** are mean ± s.d. (*n* = 3 (**c**,**g**,**i**) or 4 (**b**,**d**–**f**) biological replicates) from one representative experiment analysed with two-way ANOVA with Tukey’s honest significant difference (HSD) for significance. Experiments were independently performed three times, except for **i**, with two experiments. Exact *P*-values for all comparisons are shown in the Source Data. Source data

## Independence from phyB and ELF3 thermosensors

Recent studies showed that phyB^8,9^ and ELF3^10^ regulate thermo-responsive plant growth and development. To determine whether heat wave suppression of SA production also occurs via these thermosensing mechanisms, we tested constitutively activated phyB (*35S::PHYB*^*Y276H*^)^8^ or ELF3 thermosensor (*BdELF3-*OE)^10^ lines that do not exhibit thermo-responsive growth. However, these plants remained temperature-sensitive in pathogen-induced SA accumulation and displayed increased bacterial susceptibility at 28 °C (Extended Data Fig. 2a–f). These results indicate that SA suppression at elevated temperature is independent of phyB or ELF3 thermosensing mechanisms. This agrees with our previous study showing that neither activated phyB nor quadruple mutants in *PHYTOCHROME-INTERACTING FACTORS* (*pif*) conferred temperature-resilient basal immunity to *Pst* DC3000 infection during a simulated heat wave^15^.

## Beyond SA biosynthesis and receptor genes

Because *ICS1* expression is crucial for SA production^21^ and is downregulated at elevated temperature^15^, we next tested whether downregulated *ICS1* (Fig. 1b) is the rate-limiting step controlling heat wave-mediated SA suppression. Surprisingly, although constitutive *ICS1* expression from the 35S cauliflower mosaic virus (CaMV) promoter resulted in constitutive SA accumulation at 23 °C, as expected, it did not restore pathogen-induced SA at 28 °C and the *ICS1*-overexpressing plants showed compromised basal immunity at 28 °C, just like wild-type Col-0 plants (Fig. 1d and Extended Data Fig. 2g,h). SA accumulation is also regulated by the SA receptors^3,26^ (NPR proteins); however, constitutive NPR1 activation using *npr1*^*S11D/S15D*^ phosphomimetic lines^27^ did not restore SA accumulation, and these plants exhibited hypersusceptibility to *Pst* DC3000 at 28 °C (Fig.1e and Extended Data Fig. 2i,j). Finally, removal of antagonistic SA receptors NPR3 and NPR4 using the *npr3 npr4* mutant^26^ also could not counter suppression of SA immunity at elevated temperature (Extended Data Fig. 2k–m).

Overall, these results highlighted the challenges to identification of the primary, rate-limiting step in the SA pathway that is affected by heat waves based on well-established plant thermosensing^8–10^ and SA biosynthesis–receptor^3,21,26–28^ paradigms.

## Effect on *CBP60g* and *SARD1* expression

The inability of constitutive *ICS1* expression and NPR1 receptor activation to restore SA production at elevated temperature (Fig. 1d,e) led us to pursue a different strategy. 

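RNA was sequenced from leaves of Col-0, a standard laboratory accession of *Arabidopsis*, that had been inoculated with mock solution (0.25 mM MgCl_2_) or with *Pst* DC3000, a virulent strain of the bacterial pathogen *Pseudomonas syringae* pv. *tomato*, and kept for 24 h at normal or elevated temperature. For *Arabidopsis* the methods also give 48 h of acclimation at 23 °C or 28 °C before pathogen infiltration, unless otherwise specified. There were 12 libraries, 3 in each of 4 groups. The methods, Supplementary Table 1, the columns of the deposited table and the titles of the sample records give 23 °C and 30 °C for these plants, whereas the Fig. 1 legend and the treatment protocol in the same records give 23 °C and 28 °C. The groups are named here by 23 °C and 30 °C, and the values themselves do not show which elevated temperature was applied. The column of 1 *Pst* library at 30 °C carries a prefix that the other columns lack.

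The reporting summary lists Trimmomatic, STAR, featureCounts and TMM for the RNA-seq of the study, and the genome build is not given in the sources used here. The deposited table holds 1 value per library for each of 27655 genes. The legend of Fig. 1i names TPM as the unit, but the values of the libraries add up to unequal totals, which TPM do not. Multiplied by the gene's exon length in TAIR 10.1, between 73.9% and 75.7% of a library's low values (under 30 reads) lay within 0.02 of a whole multiple of 1 step. TPM of whole reads would show such steps too, so only the unequal totals speak against TPM. The values were taken as RPKM (reads scaled by gene length and library size). The step gave 0.0308 to 0.0402 RPKM for 1 read on 1 kb, which implies library sizes of 24900000 to 32500000 reads, rounded to 3 digits. The median implied size was 25100000 reads in mock plants at 23 °C, 27600000 in mock plants at 30 °C, 29100000 in *Pst* plants at 23 °C and 27100000 in *Pst* plants at 30 °C. Replicate libraries differed by 2.43 to 6.76 times the sampling noise of their reads (median over the 2331 to 2554 genes compared per pair, those with 20 to 200 recovered reads in the 2 libraries together).

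Differential expression was tested on log2(RPKM + 1) with limma in 1 fit of the 4 groups (8 residual degrees of freedom), for the 17483 genes with at least 1 RPKM in at least 3 libraries. A gene was counted as higher or lower when its Benjamini-Hochberg adjusted p was under 0.05 and its fold change over 2. Standard errors (SE) are of the log2 fold change.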

We performed RNA sequencing of *Pst* DC3000-infected Col-0 plants at normal and elevated temperatures. In addition to *ICS1*, pathogen induction of various SA-associated defence regulators was suppressed at 28 °C (Supplementary Table 1, cluster A and Supplementary Data 2), including *EDS1*, *PAD4* and *WRKY75* (Extended Data Fig. 3a–c), whereas the SA catabolic gene *BSMT1* was upregulated at 28 °C (Extended Data Fig. 3d). 

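The table lists *ICS1*, which encodes the isochorismate synthase of SA biosynthesis, as AT1G74710. Its expression was 34.5 ± 15.8 RPKM in mock plants at 23 °C (mean ± SD, n = 3 libraries, as for all group values that follow) and 211 ± 57.0 RPKM in *Pst* plants at 23 °C. At 30 °C it was 14.6 ± 4.21 RPKM in mock plants and 16.0 ± 2.71 RPKM in *Pst* plants. The *Pst* effect was a log2 fold change of 2.63 at 23 °C (SE 0.30, limma adjusted p = 5.6e-05) and of 0.14 at 30 °C (SE 0.30, adjusted p = 0.70). The difference between these effects, tested as the interaction of *Pst* and temperature, was −2.49 (SE 0.43, adjusted p = 0.0020). From *Pst* plants at 23 °C to *Pst* plants at 30 °C, the log2 fold change of *ICS1* was −3.62 (SE 0.30, adjusted p = 3.5e-06). A pseudocount of 5 RPKM moved this value more than any other processing alternative, to −3.33, and with each library left out in turn it stayed between −3.86 and −3.48.

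*EDS1* (AT3G48090) and *PAD4* (AT3G52430) rose after *Pst* inoculation at 23 °C and fell after it at 30 °C. *EDS1* went from 23.9 ± 7.58 RPKM in mock plants to 53.1 ± 0.834 RPKM in *Pst* plants at 23 °C, and from 15.2 ± 1.72 to 4.71 ± 1.12 RPKM at 30 °C. *PAD4* went from 57.6 ± 13.3 to 294 ± 74.9 RPKM at 23 °C and from 28.7 ± 5.94 to 5.59 ± 0.507 RPKM at 30 °C. Between *Pst* plants at the 2 temperatures, the log2 fold change was −3.26 for *EDS1* (SE 0.19, adjusted p = 3.3e-07) and −5.45 for *PAD4* (SE 0.22, adjusted p = 3.8e-08).

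*WRKY75* (AT5G13080) reached 29.5 ± 13.5 RPKM in *Pst* plants at 23 °C and 5.29 ± 1.17 RPKM at 30 °C, a log2 fold change of −2.19 (SE 0.43, adjusted p = 0.0017). Its mock value was also lower at the elevated temperature, 0.619 ± 0.514 RPKM against 4.15 ± 2.57 RPKM. The ratio of the *Pst* mean to the mock mean was 7.12 at 23 °C and 8.53 at 30 °C, and the interaction for *WRKY75* was −0.62 (SE 0.61, adjusted p = 0.47), which does not pass the threshold and turned to 0.25 with a pseudocount of 0.1 RPKM. *BSMT1* (AT3G11480) rose from 1.23 ± 0.399 RPKM in mock plants to 332 ± 205 RPKM in *Pst* plants at 23 °C, and from 1.52 ± 0.227 to 856 ± 168 RPKM at 30 °C. It was higher in *Pst* plants at 30 °C than at 23 °C by a log2 fold change of 1.51 (SE 0.32, adjusted p = 0.0028).

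**Figure D1:**
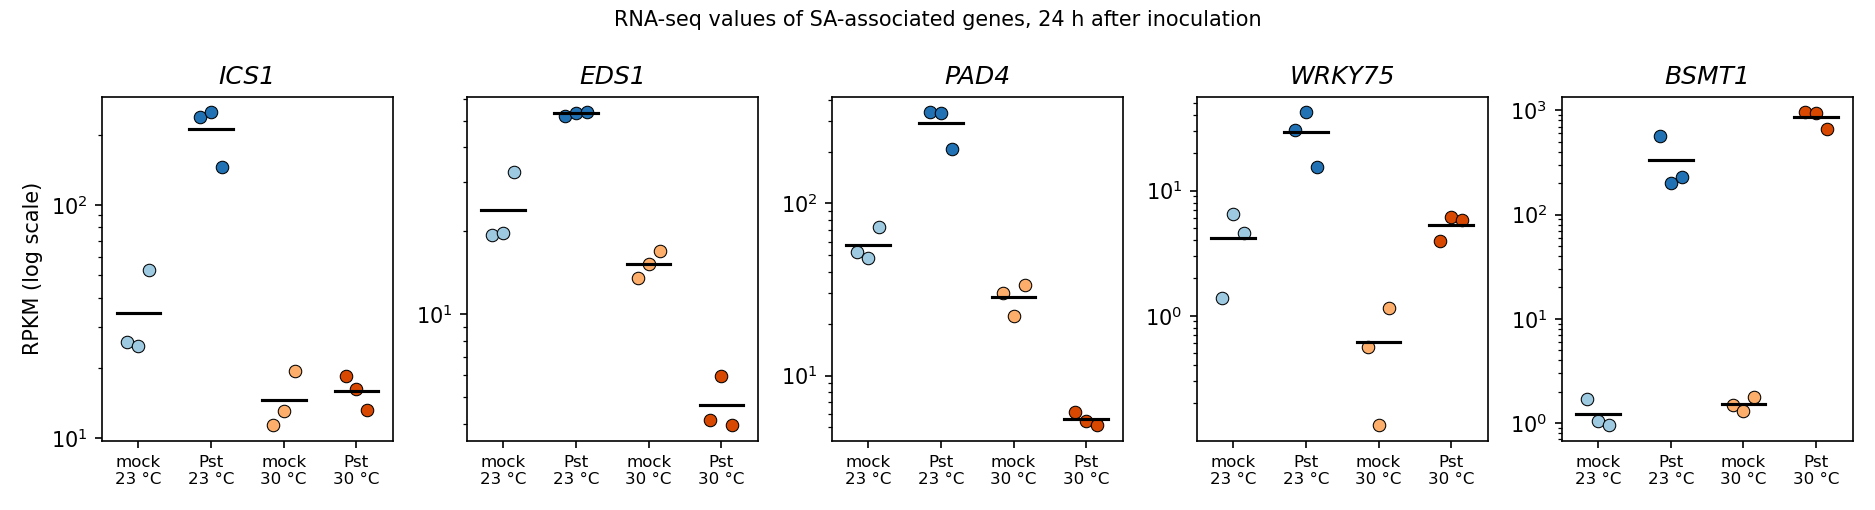
Expression (RPKM, log axis) of *ICS1*, *EDS1*, *PAD4*, *WRKY75* and *BSMT1* in mock and *Pst* plants at 23 °C and 30 °C. Each point is 1 library (n = 3 per group) and each line is the group mean, for *PAD4* 294 RPKM in *Pst* plants at 23 °C and 5.59 RPKM at 30 °C.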

Genes that were downregulated by elevated temperature in cluster A included *CBP60g* (Fig. 1f) and *SARD1* (Supplementary Data 2), which encode functionally redundant *ICS1* promoter-binding transcription factors required for SA production^29–31^. 

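*CBP60g* (AT5G26920) was expressed at 61.4 ± 38.9 RPKM in mock plants and 146 ± 50.1 RPKM in *Pst* plants at 23 °C (mean ± SD, n = 3), and at 28.9 ± 14.8 and 10.2 ± 3.30 RPKM in the same treatments at 30 °C. In *Pst* plants its log2 fold change from 23 °C to 30 °C was −3.71 (SE 0.44, limma adjusted p = 4.7e-05), and it stayed between −3.92 and −3.44 with each library left out in turn. The induction by *Pst* at 23 °C, a log2 fold change of 1.36 (SE 0.44, adjusted p = 0.027), was no longer past the threshold without mock library MI1 (adjusted p = 0.099), mock library MI2 (0.086), *Pst* library DC6 (0.061) or *Pst* library DC7 (0.094) of that temperature. At 30 °C the *Pst* effect on *CBP60g* was −1.35 (SE 0.44, adjusted p = 0.017), and it did not pass without mock library MI3 (0.079) or *Pst* library DC8 (0.071).

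*SARD1* (AT1G73805) went from 30.5 ± 15.6 RPKM in mock plants to 107 ± 14.1 RPKM in *Pst* plants at 23 °C, and from 15.7 ± 5.57 to 3.09 ± 1.85 RPKM at 30 °C. The *Pst* effect on *SARD1* was a log2 fold change of 1.87 at 23 °C (SE 0.38, adjusted p = 0.0024) and −2.09 at 30 °C (SE 0.38, adjusted p = 0.00052). Between *Pst* plants the fold change was −4.82 (SE 0.38, adjusted p = 2.5e-06). In mock plants neither gene passed the thresholds between temperatures, with a ratio of the 30 °C mean to the 23 °C mean of 0.470 for *CBP60g* (adjusted p = 0.11) and 0.515 for *SARD1* (adjusted p = 0.12). The interaction was −2.71 for *CBP60g* (SE 0.62, adjusted p = 0.0096) and −3.96 for *SARD1* (SE 0.54, adjusted p = 0.00053).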

Monitoring a *GUS* reporter fused to the *CBP60g* promoter also detected decreased transcript levels at 28 °C (Fig. 1g), indicating that elevated temperature affects *CBP60g* expression mainly through transcription. 

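The 27 genes printed in Fig. 1i are *AIG1*, *ALD1*, *BAP1*, *BAP2*, *CBP60g*, *CHI*, *EDS1*, *EDS5*, *FMO1*, *GRX480*, *GSTU11*, *HSP70-2*, *ICS1*, *MKK4*, *NUDT7*, *NUDX6*, *PAD4*, *PBS3*, *PUB54*, *RING1*, *RIPK*, *SAG21*, *SARD1*, *SARD4*, *UGT85A1*, *WRKY51* and *WRKY70*. The list of CBP60g and SARD1 targets from the earlier ChIP–seq study was not used here, so the genes are described without a test of the group. The paper shows them as suppressed in these same libraries, so their directions are not independent evidence. All 27 were higher in *Pst* than in mock plants at 23 °C, with a median log2 fold change of 2.63 and a range of 1.16 to 4.57. At 30 °C, 5 of them were higher and 6 lower after *Pst* inoculation, and the median was 0.06. In *Pst* plants all 27 were lower at 30 °C than at 23 °C, with a median log2 fold change of −3.39 and a range of −6.57 to −1.66. In mock plants 11 of the 27 were lower at 30 °C by limma and 25 had a negative log2 fold change, with a median of −0.98. The interaction of *Pst* and temperature passed the threshold in 24 of them, each time towards a smaller rise or a fall at 30 °C, with a median of −2.55 over the 27 genes. From the suppression of numerous such targets, the paper raises the possibility that expression of *CBP60g* or *SARD1* may be the main target in the loss of SA.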

Further examination revealed that numerous CBP60g and SARD1 target genes^31^ were suppressed at 28 °C (Fig. 1h), including many known crucial regulators of basal and systemic immunity (Fig. 1i), raising the possibility that expression of *CBP60g* or *SARD1* may be the primary target in SA suppression at elevated temperature.

## Thermosensitive GDACs and GBPL3 binding

To understand the mechanism by which elevated temperature affects *CBP60g* transcription, we investigated the effect of elevated temperature on known regulators of *CBP60g*. The current SA signalling model suggests that NPR receptors interact with TGACG-binding (TGA) transcription factors^3,26,28^, which regulate *CBP60g* gene expression (Extended Data Fig. 3e) and SA biosynthesis. However, we found that constitutive *TGA1* expression did not restore SA levels at elevated temperature and that *35S::TGA1* plants still exhibited temperature-sensitive basal immunity to *Pst* DC3000 (Extended Data Fig. 2n–p). In agreement, TGA1 binding to the *CBP60g* promoter and total TGA1 protein levels were not affected at 28 °C (Extended Data Fig. 3f,g). Similarly, NPR1 recruitment to the *CBP60g* promoter was similar at 23 °C and 28 °C after chromatin immunoprecipitation (ChIP) (Fig. 2a). Consistent with this result, NPR1 monomerization, which is associated with NPR1 function^32^, was similar at both temperatures (Extended Data Fig. 3h). Together, these results pointed to an NPR1- and TGA1-independent mechanism for suppressing *CBP60g* transcription and SA production at elevated temperature.

**Fig. 2:**
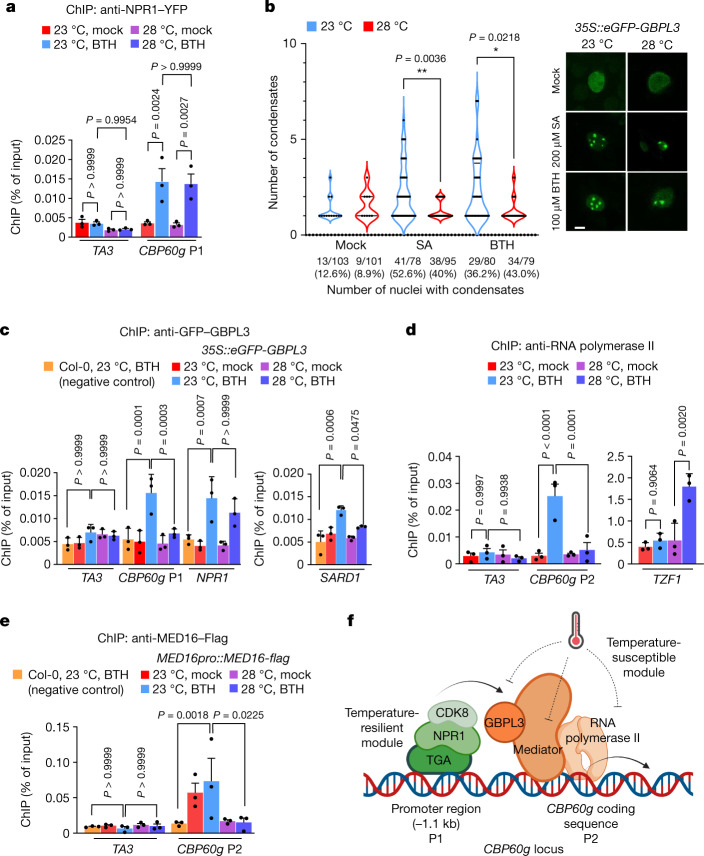
Elevated temperature represses *CBP60g* promoter activity. Four- to five-week-old Col-0 and indicated transgenic plants were treated with mock (0.1% DMSO) or 100 µM BTH solution and then incubated at 23 °C and 28 °C. ChIP–qPCR and confocal imaging were performed in plants one day after treatment. **a**, ChIP–qPCR analyses of *NPR1pro::NPR1-YFP* using anti-GFP antibody and indicated primer sets. The position of the *CBP60g* primer sequence is shown in **f**. **b**, Confocal imaging of eGFP–GBPL3 in *35S::eGFP-GBPL3* infiltrated with mock (0.1% DMSO), 200 µM SA or 100 µM BTH solution at 23 °C or 28 °C 1 day after treatment. Scale bar, 10 μm. **c**–**e**, ChIP–qPCR analyses of *35S::eGFP-GBPL3* (**c**), *NPR1pro::NPR1-YFP* (**d**) and *MED16pro::MED16-flag* (**e**) plants using the indicated antibodies and primer sets. **f**, Schematic showing known regulators binding at the *CBP60g* locus. Temperature-susceptible (green) and temperature-resilient (orange) modules are indicated. Primer positions (P1 for promoter region and P2 for coding region) are indicated. For ChIP analyses, the *TA3* transposon was used as the negative control target locus in (**a**,**c**–**e**). A BTH-treated Col-0 sample incubated at 23 °C (**c**,**e**) was used as a negative control for immunoprecipitation. Results in (**a**,**c**–**e**) are mean ± s.d. of three independent experiments; two-way ANOVA with Tukey’s HSD. Images in **b** show one representative experiment (of four independent experiments); one-way ANOVA with Bartlett’s test. Exact *P*-values greater than 0.05 are shown in the Source Data. Source data

GBPL3 is a key positive regulator of SA signalling and immunity^11^. We found that GBPL3 is required for *CBP60g* gene expression in response to SA (Extended Data Fig. 4a). GBPL3 has been proposed to act on promoters via phase-separated biomolecular condensates together with Mediator and RNA polymerase II^11^ (Pol II). The thermosensor ELF3 contains an intrinsically disordered domain (IDR) that is involved in condensate formation and temperature sensing^10^. GBPL3 also contains an IDR, which mediates intranuclear GDAC formation^11^. We therefore tested whether elevated temperature negatively affects GDAC formation and/or GBPL3 recruitment to the *CBP60g* promoter, which is required for *CBP60g* transcription. Indeed, the number of GDACs per nucleus was significantly reduced at 28 °C compared with 23 °C (Fig. 2b). Experiments using ChIP with quantitative PCR (ChIP–qPCR) revealed that GBPL3 binding to the promoters of *CBP60g* and its functionally redundant paralogue *SARD1* were markedly reduced at 28 °C in BTH-treated plants (Fig. 2c), even though total GBPL3 protein levels remained similar at both temperatures (Extended Data Fig. 4b,c). Consistent with the observation that the temperature effect is not at the level of GBPL3 expression, *GBPL3* overexpression did not restore *CBP60g* expression (Extended Data Fig. 4d,e). Notably, time-lapse imaging revealed that GDACs appeared reversibly at 23 °C or disappeared at 28 °C in response to temperature shifts, indicating that their formation and dissolution are temporally dynamic (Extended Data Fig. 4f). Furthermore, MED15—another component of the GDAC^11^ that contains multiple IDRs (Extended Data Fig. 4g)—also showed temperature sensitivity (Extended Data Fig. 4h). GBPL3 and MED15 were co-localized in individual GDACs, as observed previously^11^, and they either appeared or disappeared together in response to elevated temperature.

## GPBL3 specificity on *CBP60g* and *SARD1* loci

We found that elevated temperature-mediated suppression of GBPL3 recruitment occurs selectively at certain loci, but not at all GBPL3 target sites. For example, elevated temperature suppressed GBPL3 recruitment to *CBP60g* and *SARD1*, but not to *NPR1* (Fig. 2c), which is consistent with temperature-resilient *NPR1* transcript levels^15^. Of note, we observed that despite a significantly reduced number of GDACs per nucleus, elevated temperature did not decrease the number of nuclei that contained GDACs (Fig. 2b). Collectively, our data indicate that there appear to be two subpopulations of GDACs in vivo. One subpopulation is sensitive to 28 °C (the one associated with GBPL3 recruitment to the *CBP60g* promoter) and the other is insensitive to 28 °C (the one associated with GBPL3 recruitment to the *NPR1* promoter).

Next, we investigated whether altered GBPL3 condensate formation and reduced GBPL3 binding to the *CBP60g* promoter at 28 °C is linked to impaired recruitment of Pol II and Mediator subunits. As shown in Fig. 2d, elevated temperature suppressed BTH-induced Pol II association with the *CBP60g* promoter, but not with the promoter of a control gene *TZF1*, which is highly induced by BTH at elevated temperature^15^. Furthermore, elevated temperature significantly reduced *CBP60g* promoter binding by MED16, a Mediator tail subunit associated with SA gene expression^33^ (Fig. 2e). Binding of the Mediator head subunit MED6 to the *CBP60g* promoter was also significantly reduced at 28 °C compared with 23 °C (Extended Data Fig. 3i). Differential Mediator subunit recruitment was not owing to changes in protein abundance, since protein levels of MED16 and MED6 remained the same at 23 °C and 28 °C (Extended Data Fig. 3j,k). Notably, not all Mediator components were affected at elevated temperature, as the level and binding of CDK8—a Mediator kinase module subunit that interacts with NPR1 to regulate SA signalling^34^—were similar at 23 °C and 28 °C (Extended Data Fig. 3l,m). These results indicate that elevated temperature selectively affects the recruitment of GBPL3 and several SA pathway-relevant Mediator complex subunits to the *CBP60g* promoter, independently of the NPR1–TGA1–CDK8 module (Fig. 2f).

## *CBP60g* and *SARD1* expression is rate-limiting

The identification of *CBP60g* and *SARD1* transcription as the primary thermo-sensitive step in the SA pathway downstream of GBPL3 prompted us to test whether expression of *CBP60g* and *SARD1* is a rate-limiting step for SA production at elevated temperature and, if so, whether restoring *CBP60g* and *SARD1* expression would sufficiently render SA production resilient to increased temperature. Unlike expression of the activated SA receptor gene *NPR1* or the SA biosynthetic gene *ICS1* (Fig. 1d,e and Extended Data Fig. 2g–j), *35S::CBP60g* and *35S::SARD1* lines restored pathogen-induced SA production and maintained basal immunity to *Pst* DC3000 at 28 °C, in contrast to Col-0 plants (Fig. 3a–c and Extended Data Figs. 5a–d and 6a–e). Because CBP60g and SARD1 are functionally redundant^35^, temperature-sensitive immunity to *Pst* DC3000 remained in the *cbp60g* single mutant, as expected (Extended Data Fig. 5e–g).

**Fig. 3:**
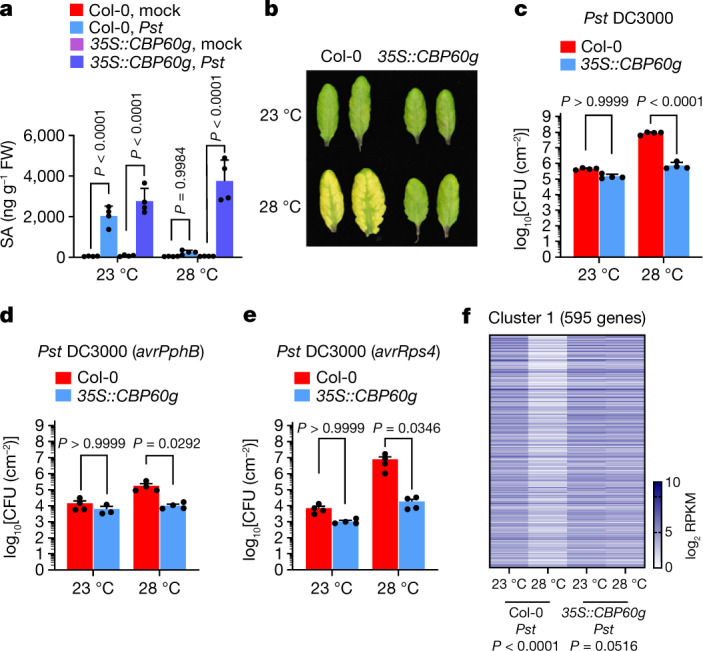
Restoration of SA accumulation and immunity at elevated temperature in *35S::CBP60g* plants. Wild-type Col-0 and *35S::CBP60g* plants were syringe-infiltrated with mock (0.25 mM MgCl_2_) or *Pst* DC3000 (10^6^ CFU ml^−1^) and incubated at 23 °C or 28 °C. **a**, SA levels in mock- and *Pst* DC3000-inoculated plants at 24 h (1 dpi). **b**, Images of leaves from *Pst* DC3000-inoculated plants at 3 dpi. **c**, In planta *Pst* DC3000 bacterial levels at 3 dpi. **d**,**e**, In planta *Pst* DC3000 (*avrPphB*) (**d**) or *Pst* DC3000 (*avrRps4*) (**e**) ﻿bacterial levels at 3 dpi. **f**, Heat map of RNA-seq reads for genes that are downregulated in Col-0 grown at 28 °C but fully or partially restored in *35S::CBP60g* grown under the same conditions. RPKM, reads per kilobase of transcript per million mapped reads. Data in **a**,**c**,**e** are mean ± s.d. (*n* = 4 biological replicates) of one representative experiment (out of three independent experiments) analysed by two-way ANOVA with Tukey’s HSD. Results in **d** are mean ± s.d. (*n* = 4 biological replicates except *35S::CBP60g* at 23 °C (*n* = 3 biological replicates)) of one representative experiment (out of three independent experiments) analysed by two-way ANOVA with Tukey’s HSD. Exact *P*-values for all comparisons are shown in the Source Data. Source data

In addition to restoring basal immunity to the virulent pathogen *Pst* DC3000, the temperature-resilient SA production and gene expression in *35S::CBP60g* plants extends to infection by the non-pathogenic strain *Pst ΔhrcC*, which activates PTI in vivo (Extended Data Fig. 5h,i), and to infection by ETI-activating *Pst* DC3000(*avrPphB*) and *Pst* DC3000(*avrRps4*)^28,36^ (Fig. 3d,e and Extended Data Fig. 5j,k). Because ETI is widely used to guard crops against pathogens and insects^28,36^, these results suggest potentially broad applications of restoring *CBP60g* expression to counter suppression of not only basal immunity to virulent pathogens, but also ETI at elevated temperature. Finally, as shown in Extended Data Figs. 1 and 7, elevated temperature downregulated SA-response gene expression in both *Arabidopsis* and in crop plants such as tobacco and rapeseed. Both transient and stable *AtCBP60g* expression substantially restored *Pst* DC3000-induced expression of the *ICS1* and *PR1* orthologues *BnaICS1* and *BnaPR1*, respectively, in rapeseed leaves at elevated temperature (Extended Data Fig. 7a–c).

Consistent with their immune phenotypes, *35S::CBP60g Arabidopsis* plants had restored pathogen-induced expression of CBP60g target genes *ICS1*, *EDS1* and *PAD4* at 28 °C (Extended Data Fig. 5l). Further RNA sequencing of pathogen-inoculated Col-0 and *35S::CBP60g* plants at 23 °C and 28 °C identified additional downregulated immunity genes that were also substantially restored in *35S::CBP60g* plants (Fig. 3f and Supplementary Data 3 and 4). This included SA biosynthesis genes *ICS1* and *PBS3* as well as the pattern recognition receptor genes *RLP23* and *LYK5*, the PTI signalling gene *MKK4*, and the pipecolic acid biosynthesis gene *ALD1* (Fig. 1i and Supplementary Data 2). Thus, *35S::CBP60g* seems to safeguard other defence modules besides SA biosynthesis, consistent with previous observations that CBP60g is a master transcription factor regulating diverse sectors of the plant immune system^31^. In line with this notion, SA-deficient *ics1* mutant plants (*sid2-2*) still exhibit some temperature sensitivity, albeit much less than wild-type Col-0 plants^15^ (Extended Data Fig. 8a,b). This more general role of CBP60g in the plant immune system may partly explain why *35S::CBP60g* plants (Fig. 3 and Extended Data Fig. 5a–d), but not *35S::ICS1* plants (Extended Data Fig. 2g,h), can recover basal immunity at 28 °C.

Notably, restoration of SA production and immunity in *35S::CBP60g*/*SARD1* plants appears to be unique among known SA pathway regulators. Constitutively expressing other elevated temperature-downregulated positive SA regulators, including *ICS1, TGA1, EDS1*, *PAD4* or *WRKY75*^3,28^, did not restore SA production or basal immunity (Extended Data Fig. 2g, h and Extended Data Figs. 2n–p and 9a–c). Similarly, loss-of-function mutations in heat-upregulated SA catabolic gene *BSMT1* and SA transcriptional repressor genes *CAMTA2/3* did not restore SA levels and basal immunity at 28 °C (Extended Data Fig. 9d,e). Additionally, we previously showed that gene mutations in jasmonate, abscisic acid or ethylene hormone pathway or DELLA-regulated PIFs, which are genetically antagonistic to the SA pathway, did not revert SA suppression by elevated temperature^15^. These results illustrate that CBP60g and SARD1 are distinct regulators of the SA pathway, and the levels of these proteins become rate-limiting for controlling ICS1-dependent and -independent immunity at elevated temperature.

## Optimization of growth versus defence

A common issue with increasing expression levels of SA regulators is the inhibition of plant growth and reproduction due to the growth–defence trade-off^37,38^. This is illustrated with *35S::ICS1* plants, which have highly elevated basal SA levels at ambient temperature (Fig.1d) and show reduced growth (Extended Data Fig. 10a,b). Of note, the growth of *35S::CBP60g* and *35S::SARD1* plants was less adversely affected compared with *35S::ICS1* plants (Extended Data Figs. 6e and 10a, b), consistent with low basal SA levels in *35S::CBP60g* and *35S::SARD1* plants (Fig. 3a and Extended Data Figs. 5b and  6a). Nevertheless, detailed characterization of *35S::CBP60g* plants showed a delay in flowering (Extended Data Fig. 10c). To minimize this developmental trade-off, we expressed *CBP60g* using the uORFs_*TBF1*_ strategy (Extended Data Fig. 10d), which enabled tightly controlled protein translation in response to pathogen infection^39^. As shown in Fig. 4a–c, *35S::uORFs*_*TBF1*_*-CBP60g* plants maintained basal *Pst* DC3000 resistance and pathogen-induced SA production at 28 °C. These plants also maintained substantial ETI against *Pst* DC3000(*avrPphB*) and *Pst* DC3000(*avrRps4*) at elevated temperature (Fig. 4d). Of note, *35S::uORFs*_*TBF1*_*-CBP60g* plants showed normal growth and flowering time (Fig. 4e and Extended Data Fig. 10a), demonstrating the promise of leveraging calibrated *CBP60g* expression to preserve plant immunity without detrimental growth or developmental effects.

**Fig. 4:**
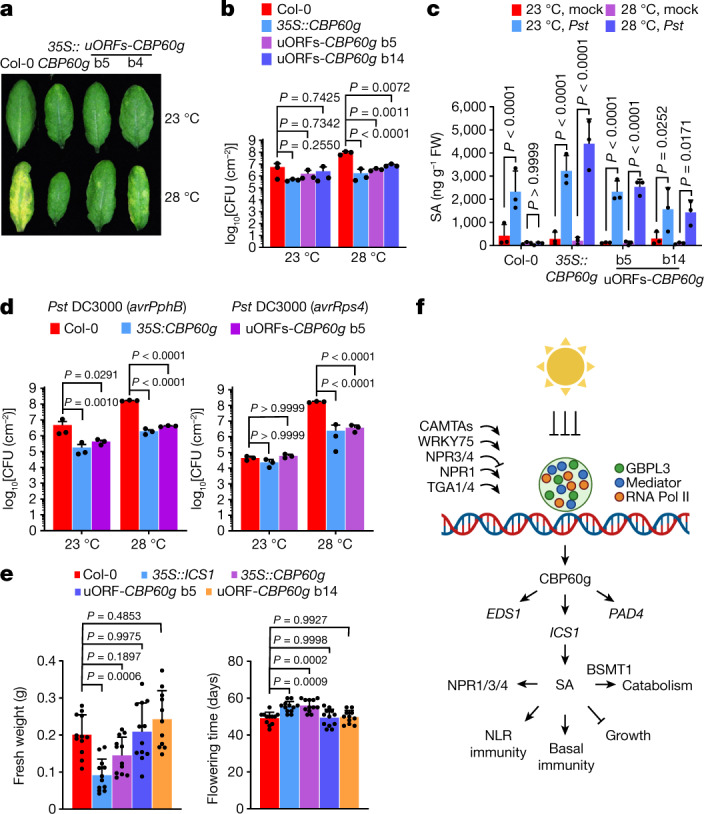
Optimized *CBP60g* expression leads to temperature-resilient SA defences without growth or developmental trade-offs. Col-0, *35S::CBP60g* and *35S::uORFs*_*TBF1*_*-CBP60g* plants were syringe-infiltrated with mock (0.25 mM MgCl_2_) or *Pst* DC3000 solution (10^6^ CFU ml^−1^) and then incubated at 23 °C and 28 °C. **a**, Foliar disease symptoms were evaluated at 3 dpi. **b**, In planta *Pst* DC3000 ﻿bacterial levels in samples in **a** at 3 dpi. **c**, SA levels in samples in **a** at 1 dpi. **d**, In planta *Pst* DC3000 (*avrPphB*) and *Pst* DC3000 (*avrRps4*) ﻿bacterial levels at 3 dpi. **e**, Fresh weight (left) at day 28 and flowering time (right) for the indicated plant genotypes. **f**, A working model of how elevated temperature targets the SA defence and immune network through *CBP60g* expression. At normal growth temperature, infection induces *CBP60g* gene expression. CBP60g regulates various defence genes, including those involved in SA accumulation (such as *ICS1, EDS1* and *PAD4*). At elevated temperature, recruitment of Mediator, GBPL3 and RNA Pol II to the *CBP60g* locus is impaired, leading to lower SA production and reduced immunity at elevated temperature. Data in **b**–**d** are mean ± s.d. (*n* =  3 biological replicates) from one representative experiment (out of three independent experiments) analysed by two-way ANOVA with Tukey’s HSD. Data in **e** are mean ± s.d. (*n* = 12 biological replicates) from one representative experiment (out of three independent experiments), analysed by one-way ANOVA with Bartlett’s test. Exact *P*-values greater than 0.05 are shown in the Source Data. Source data

## Discussion

We have identified *CBP60g* transcription as a major thermosensitive step in the plant immune system (Fig. 4f). Mechanistically, we observed that elevated temperature negatively affects nuclear GDAC formation and recruitment of GBPL3 and SA-relevant Mediator subunits to the *CBP60g* promoter. We identified two GDAC subpopulations in vivo*—*one sensitive to growth at 28 °C (associated with GBPL3 recruitment to the *CBP60g* promoter), whereas the other was insensitive to growth at 28 °C (associated with GBPL3 recruitment to the *NPR1* promoter). The two GDAC subpopulations could arise from different affinities for the respective promoters, access to different chromatin microenvironments, or the interacting client protein partners involved.

Recent studies have begun to implicate protein condensate formation in the environmental regulation of plant growth^10^, flowering^40^ and germination^41^. Together with these studies, our results support an emerging general concept that biomolecular condensates serve as an important regulatory node for plant sensing and/or response to external temperature and other environmental cues. CBP60g family transcription factors are widely conserved across plant lineages^12^. *35S::CBP60g*-mediated temperature resilience applies to both basal and ETI-mediated pathogen resistance, suggesting that the basic findings in this study, with further optimization, may provide a framework for broadly preserving the overall function of the plant immune system in a warming climate.

## Methods

### Plant materials

*A. thaliana* plants were grown in soil (2:1 *Arabidopsis* Mix: perlite) covered with or without standard Phifer glass mesh for 3–4 weeks at 21 °C–23 °C and 60% relative humidity under a 12 h light/12 h dark regimen (100 ± 10 µmol m^−2^ s^−1^). Accessions, mutants and transgenic lines are outlined in Supplementary Table 3. All experiments with *35S::CBP60g* were performed with line no. 17, unless otherwise specified.

Seeds of rapeseed (*Brassica napus*) cultivar Westar, tomato (*Solanum lycopersicum*) cultivar Castlemart, and tobacco (*Nicotiana tabacum*) cultivar Xanthi were grown in *Arabidopsis* Mix soil supplemented with 1 g l^−1^ of 20-20-20 general purpose fertilizer (Peters Professional). After 2 days of imbibition, plants were grown in growth chambers (20 °C/18 °C, 16 h day/8 h night for rapeseed; 23 °C/23 °C; 12 h day/12 h night for tomato and tobacco) for 4–7 weeks.

Seeds of rice (*Oryza sativa*) cultivar Nippponbare were germinated on wet filter paper in petri dishes and 4- to 5-day-old seedlings were transplanted to Redi-earth soil. Seedlings were grown at 28 °C (16 h day/8 h night) for 4–5 weeks.

### Generation of constructs and transgenic lines

To generate transgenic *Arabidopsis* harbouring *35S::uORFs*_*TBF1*_*-CBP60g*, *35S::TGA1-4myc*, or *35S::SARD1*, genomic DNA (*CBP60g*, *TGA1*) or coding sequences (*SARD1*) were amplified and ligated into pENTR D-TOPO (Invitrogen). To clone *TBF1* uORF sequence, PCR-amplified uORFs_*TBF1*_^39^ amplicon was ligated into pENTR-*AtCBP60g* using HiFi DNA Assembly (New England Biolabs). The uORFs_*TBF1*_-*CBP60g*, *TGA1* or *SARD1* construct was subcloned to pGWB517 through Gateway Cloning (Invitrogen). Plasmids carrying gene constructs were transformed into *Agrobacterium tumefaciens* GV3101, which was used for *Arabidopsis* transformation by floral dipping^42^. T1 plants were selected on half-strength Murashige and Skoog medium supplemented with hygromycin (35 mg l^−1^) and 1% sucrose. Homozygous T2 and T3 transgenic plants were analysed.

To generate *35S::ICS1* plants, the *ICS1* cDNA was amplified from RNA extracted from infected *Arabidopsis* leaves and ligated into pCR Blunt TOPO (Invitrogen). Full-length cDNA with chloroplast transit sequence was confirmed and the *35S::ICS1* construct was subcloned into pCAMBIA3301 modified to remove the GUS reporter and to include a C-terminal V5-His_6_ tag (Invitrogen) resulting in pSM200-1. pSM200-1 was transformed into *A. tumefaciens* GV3101 and used to transform *Arabidopsis eds16-1* mutant by floral dipping^42^. T1 plants were selected for glufosinolate tolerance using Finale and surviving plants were selfed and tested for presence of the insert using PCR. Homozygous T4 transgenic plants were analysed.

To generate transgenic rapeseed harbouring *35S::AtCBP60g-myc*, the *AtCBP60g* coding sequence, amplified from *Arabidopsis* cDNA, or the corresponding genomic sequence was cloned into pGWB517 through Gateway reaction (Invitrogen). The binary vector was introduced into *A. tumefaciens* GV3101 by electroporation. *B. napus* cultivar Westar were transformed using *Agrobacterium*-mediated method^43^. After 7-day explant-recovery period following co-cultivation on MS medium with benzyladenine (3 mg l^−1^), and timentin antibiotic (300 mg l^−1^) to eliminate *Agrobacterium*, putative transformants with roots (T_0_) were transferred to soil. Genomic DNA was extracted from young leaves using cetyltrimethylammonium bromide method and used for PCR detection of transgene. Two primer pairs for the hygromycin phosphotransferase (*HPT*) and *AtCBP60g* genes in the transgene were used to assess transformation. About ten T_0_ transgenic lines were used to produce T_1_ transgenic plants by self-pollination. RT–qPCR was used to screen for independent T1 transgenics that robustly expressed the *AtCBP60g* transcript. *35S::AtCBP60g* line no. 1-12 was derived from the cDNA construct, whereas *35S::AtCBP60g* line no. 2-11 was derived from the genomic DNA construct.

PCR primers are listed in Supplementary Table 4 and sequences were confirmed by Sanger sequencing.

### *Agrobacterium*-mediated transient expression in rapeseed and tobacco

For transient expression in rapeseed, *Agrobacterium* GV3101 harbouring *35S::mRFP-4myc* or *35S::AtCBP60g-4myc* was grown in Luria-Bertani (LB) medium, resuspended in infiltration buffer (10 mM MES (pH 5.7), 10 mM MgCl_2_ and 500 µM acetosyringone) at OD_600_ = 0.1, and infiltrated to the first and second true leaves of rapeseed plants using a needleless syringe. For transient expression in tobacco (*N. tabacum*), *Agrobacterium* GV3101 harbouring *35S::eGFP-GBPL3* or *35S::mRFP-MED15-flag* was grown in LB medium, resuspended in the same infiltration buffer at OD_600_ = 0.1, and infiltrated to fully expanded leaves of tobacco plants using a needleless syringe. Agroinfiltrated rapeseed or tobacco plants were incubated for 2–3 days at 21–23 °C before experiments.

### Temperature conditions

Based on previous studies^15,44–46^, *Arabidopsis* plants were acclimated at 23 °C (ambient) or 28 °C (elevated) for 24 h before chemical treatment and/or 48 h before pathogen infiltration, unless otherwise specified. Four- to five-week-old rapeseed plants were incubated at ambient (23 °C) or elevated temperatures (28 °C) for 48 h before pathogen infiltration or chemical treatments. Four- to five-week-old tomato plants were incubated at ambient (23 °C) or elevated temperatures (28 °C–32 °C) for 48 h before chemical treatments. Five-week-old rice plants were incubated at ambient (28 °C) or elevated temperatures (35 °C) before chemical treatments. Four- to seven-week-old tobacco plants were incubated at ambient (23 °C) or elevated temperatures (28 °C) for 48 h before chemical treatments. All plants were grown with a 12 h day/12 h night cycle, except for rice and rapeseed plants, which were grown with a 16 h day/8 h night cycle.

### Growth and developmental phenotyping

For growth biomass measurements, aboveground parts of 4- or 6-week-old pre-flowering plants were weighed, and representative plants were photographed. For flowering time measurements, the first instance of floral appearance for each individual plant was recorded.

### BTH and flg22 treatments

*Arabidopsis* plants were infiltrated or sprayed with mock (0.1% DMSO), benzo(1,2,3)thiadiazole-7-carbothioic acid-S-methyl ester (BTH; Chem Service, 100 µM, 0.1% DMSO) or flg22 peptide (EZBiolab, 200 nM in 0.1% DMSO). For tomato or rapeseed, 50 µM (rapeseed) or 100 µM (tomato) of BTH solution (0.02% Silwet L-77 and 0.1% DMSO) or solvent control was sprayed. Plants were further incubated for 24 h. For rice, 200 µM of BTH solution (0.1% Silwet L-77 and 0.1% DMSO) or solvent control was sprayed. Rice plants were further incubated for 24 h and their 4th leaves were used for analyses.

### Basal disease-resistance assay

Plants were infiltrated with 0.5 to 1.5 × 10^6^ CFU ml^−1^ (OD_600_ = 0.0005; for *Arabidopsis*) or 0.5 to 1.5 × 10^5^ CFU ml^−1^ (OD_600_ = 0.00005; for rapeseed) of *Pst* DC3000, 0.5 to 1.5 × 10^8^ CFU ml^−1^ of *Pst* DC3000 *ΔhrcC* (OD_600_ = 0.05; for *Arabidopsis*) or 0.5 to 1.5 × 10^6^ CFU ml^−1^ of *P. syringae* (*Ps*) pv. *tabaci* 11528 (for tobacco) as described previously^15^. Plants were returned to growth chambers at the appropriate temperature and 60% relative humidity. Bacterial levels were measured as previously described^15,47^.

### ETI assay

Plants were dipped in 0.5 to 1.5 × 10^8^ CFU ml^−1^ of *Pst* DC3000(*avrPphB*)^48^ and *Pst* DC3000(*avrRps4*)^49^ (OD_600_ = 0.05) as described previously^24,47^. Plants were left at room temperature for 1 h with a cover dome to maintain high humidity and then returned to the growth chamber without covering at either 23 °C or 28 °C (60% relative humidity). Bacterial growth was measured as described in the previous section.

### Gene expression analyses

RNA extraction and quantitative PCR analyses were performed as described previously^15^. Twenty to sixty milligrams of fresh leaf tissues were flash-frozen in liquid nitrogen and ground using a TissueLyser (Qiagen). Plant RNA was extracted using a Qiagen Plant RNeasy Mini Kit following the manufacturer’s protocol, including on-column DNase I digestion. cDNA was synthesized by adding 100–300 ng of RNA to a solution of oligo-dT primers, dNTPs and M-MLV reverse transcriptase (Invitrogen). Approximately 1.5 ng of cDNA was mixed with the appropriate primers (Supplementary Table 4) and SYBR master mix (Applied Biosystems). Quantitative PCR (qPCR) was run on a 7500 Fast Real-Time PCR system or QuantStudio 3 Real-Time PCR system (Applied Biosystems), with 2–4 biological replicates (and 3 technical replicates for each biological replicate) per experimental treatment. StepOnePlus (Applied Biosystems) was used for data acquisition and analysis. Gene expression values were calculated as described previously^15^ with the following internal controls: *PP2AA3* (*Arabidopsis*), *SlARD2* (tomato), *OsUBC* (rice), *NtAct* (tobacco) and *BnaGDI1* (rapeseed). RT–qPCR primer sequences are listed in Supplementary Table 4.

### Transcriptome analyses

For RNA-seq in Fig. 1, *Arabidopsis* Col-0 plants were inoculated with mock (0.25 mM MgCl_2_) or *Pst* DC3000 suspension, and then incubated at 23 °C or 30 °C for 24 h. For RNA-seq in Fig. 3, *Arabidopsis* Col-0 and *35S::CBP60g* were inoculated with *Pst* DC3000 suspension, and then incubated at 23 °C or 28 °C for 24 h. Total RNA was extracted as described above. RNA samples for each treatment were checked for quality and cDNA libraries were prepared, as described previously^15^. All 12 libraries per experiment were pooled in equimolar amounts for multiplexed sequencing. Pools were quantified using the Kapa Biosystems Illumina Library Quantification qPCR kit, and loaded on one lane (Fig. 1) or two lanes (Fig. 3) of Illumina HiSeq 4000 Rapid Run flow cells. RNA-seq and analyses were performed as described previously^15^. For Fig. 1, results were filtered for *Pst* DC3000-induced or -repressed genes using a pathogen/mock fold change > 2. 

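Tested with limma, the *Pst* effect at 23 °C was past both thresholds (adjusted p and fold change) in 2706 genes, of which 1325 were higher and 1381 lower in *Pst* than in mock plants. At 30 °C it was past them in 5427 genes, 2090 higher and 3337 lower. Dropping the fold-change limit moved these numbers most among the alternatives, to 3761 higher and 3899 lower genes at 23 °C and 5551 higher and 5892 lower genes at 30 °C. Of the genes higher at 23 °C, 904 were also higher at 30 °C, 362 were not past the thresholds there and 59 were lower. Among those lower at 23 °C, 1213 were also lower at 30 °C, 167 were not past the thresholds and 1 was higher. Passing in only one of the temperatures does not show that the effects differ, and the interaction was past the thresholds in 210 of the 362 genes and 25 of the 167. It was past them in all 60 genes with opposite effects, a number that ranged from 40 without mock library MI2 at 23 °C to 75 without mock library MI4 at 23 °C, and from 30 with a pseudocount of 5 to 295 with the adjusted p alone. Between *Pst* plants, 848 genes were higher and 1978 lower at 30 °C than at 23 °C, or 3750 and 4030 with the adjusted p alone. The share of higher genes among these calls was 30.0%, or 38.1% after quantile normalization and 48.2% with the adjusted p alone. Between mock plants, 678 were higher and 521 lower, or 336 and 209 without mock library MI4 at 23 °C, 1140 and 824 without mock library MI1 at 23 °C, and 1863 and 2294 with the adjusted p alone.

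**Figure D2:**
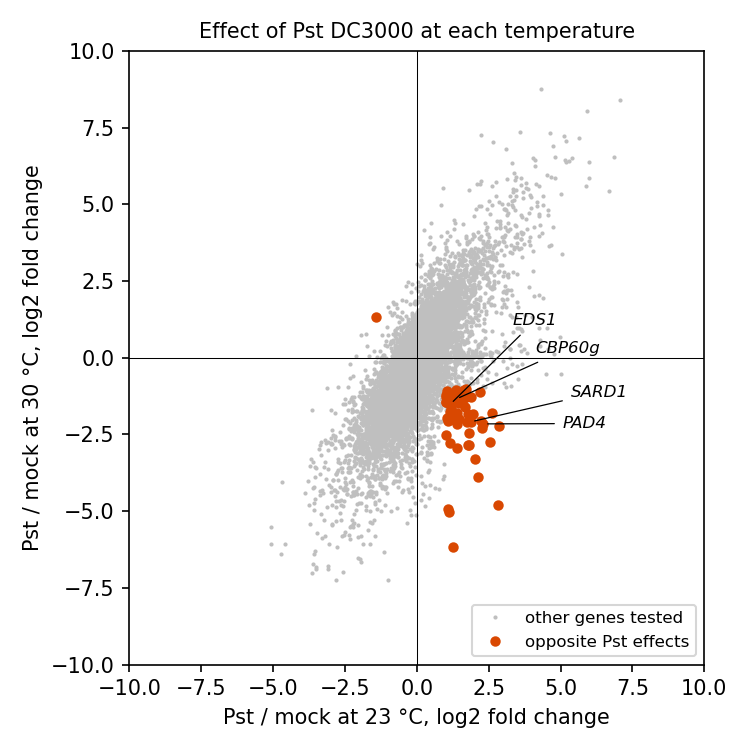
Effect of *Pst* DC3000 on each of the 17483 genes tested, as the log2 fold change from mock to *Pst* plants at 23 °C (horizontal axis) and at 30 °C (vertical axis). Orange points are the 60 genes past the thresholds in opposite directions, 59 of them higher after *Pst* inoculation at 23 °C and lower at 30 °C.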

Temperature-downregulated, neutral and upregulated target genes were analysed for Gene Ontology (GO) enrichment using the Database for Annotation, Visualization and Integrated Discovery^50^ (DAVID; https://david.ncifcrf.gov/). For Fig. 3, results were further filtered for genes with RPKM values above 1 and 23 °C/28 °C RPKM ratios with at least twofold change. Filtered genes were grouped into four clusters. Cluster 1 had genes more downregulated at 28 °C in Col-0 (that is, Col/*35S::CBP60g* ratios of 23 °C/28 °C RPKM values > 2). Cluster 2 had genes more upregulated at 28 °C in Col-0 (that is, Col/*35S::CBP60g* ratios of 23 °C/28 °C RPKM values < 0.5). Cluster 3 had genes similarly downregulated, whereas cluster 4 had genes similarly upregulated in Col-0 and *35S::CBP60g*, respectively (that is, Col/*35S::CBP60g* ratios of 23 °C/28 °C RPKM values between 2 and 0.5). GO enrichment analyses were also conducted using DAVID^50^.

### Hormone profiling

Plant hormones were extracted and quantified using a previously described protocol^15^, with minor modifications. Methanolic extraction was performed with abscisic acid (ABA)-d_6_, SA-d_4_ or SA-^13^C_6_ as an internal control. Filtered extracts were analysed using an Acquity Ultra Performance Liquid Chromatography system coupled to a Quattro Premier XE MS/MS (Waters) or a 1260 infinity High Performance Liquid Chromatography system coupled to a 6460 Triple Quadrupole mass spectrometer (Agilent). Column temperature was set at 40 °C with a 0.4 ml min^−1^ flow rate and a gradient of mobile phases water + 0.1% formic acid (A) and methanol (B) was used as follows: 0–0.5 min 2% B; 0.5–3 min 70% B; 3.5–4.5 100% B; 4.51–6 min 2% B; followed by additional 1 min for equilibration. Eluted analytes were introduced into Agilent jet stream electro spray ionization ion source and analysed in negative ion mode with delta EMV (–) of 200. The following parameters were used for the mass spectrometer source: gas temperature, 300 °C; gas flow, 5  min^−1^; nebulizer, 45 psi; sheath gas temperature, 250 °C; sheath gas flow, 11 l min^−1^; capillary voltage, 3,500 V; nozzle voltage, 500 V. The following parameters were used for data acquisition in multiple reaction monitoring (MRM) mode: dwell time, 50 ms; cell accelerator voltage, 4 V; fragmentor voltage, 90 V and collision energy, 16 V for SA and SA-d4; fragmentor voltage, 130 V and collision energy, 9 V for ABA-d6. The following MRM transitions were monitored: SA (*m/z* 137→93), SA-d_4_ (*m/z* 141→97) and ABA-d_6_ (*m/z* 269.1→159.1). Peak selection and integration of acquired MRM data files was done using QuanLynx v4.1 software (Waters) or Quantitative Analysis (for QQQ) program in MassHunter software (Agilent). Analyte levels were calculated as previously indicated^15^.

### Nuclear–cytoplasmic fractionation

Approximately 0.1–0.2 g of ground plant tissues (pre-frozen, stored at −80 °C for less than 1 week) were dissolved in nuclei isolation buffer (20 mM Tris-Cl pH 7.5, 25% glycerol, 20 mM KCl, 2.5 mM MgCl_2_, 2 mM EDTA, 250 mM sucrose, 1× protease inhibitor cocktail (Roche)) on ice (NPR1–YFP protein analysis) or at 23 °C or 28 °C (GBPL3 protein analysis). After removing debris by filtering with two layers of Miracloth (Millipore), collected extracts were centrifuged at 1,000*g* for 10 min at cold room or at 23 °C or 28 °C using a temperature-controlled centrifuge. Supernatants were collected as the cytosolic fraction and pellets were suspended in nuclei washing buffer (nuclei isolation buffer supplemented with 0.1 % Triton X-100) (Sigma-Aldrich) by gentle tapping and centrifuged at 1,000*g* for 10 min at 4 °C. After washing twice, pellets were resuspended in nuclei isolation buffer and collected as nuclear fractions, which were further used for analysis.

### Chromatin immunoprecipitation

ChIP was performed as previously reported^51^, with some modifications. Collected fresh leaf tissues were fixed (1% formaldehyde in 1× phosphate buffered saline (PBS)) by vacuum infiltration and incubated for 10–15 min to crosslink at room temperature. After quenching the remaining fixation solution with 125 mM glycine solution for 5 min, plant tissues were flash-frozen in liquid nitrogen and ground by mortar and pestle. Six-hundred milligrams of ground powder were dissolved in 2 ml of nuclei isolation buffer and crude extracts were filtered with two layers of Miracloth (Millipore). To collect nuclei, the filtrate was centrifuged at 10,000*g* at 4 °C for 5 min and the pellet was suspended in 75 µl of nuclei lysis buffer (50 mM Tris pH 8.0, 10 mM EDTA pH 8.0, 1% SDS). After 30 min incubation on ice, 625 µl of ChIP dilution buffer (16.7 mM Tris pH 8.0, 167 mM NaCl, 1.2 mM EDTA, 1.1% Triton X-100, 0.01% SDS) were added and the samples were sonicated for 1 min in the cold room using Sonic Dismembrator (Thermo Fisher) or 5–6 min using Bioruptor (Diagenode). After adding 200 µl of ChIP dilution buffer and 100 µl of 10% Triton X-100, samples were spun at full speed for 5 min to remove debris. For pre-clearing, samples were incubated with 25 µl of magnetic protein A or G beads (Thermo Fisher) for 2 h in the cold room. Twenty microlitres of samples were removed as 2% input samples. To capture the DNA–protein complex, antibodies (Supplementary Table 5) were used for immunoprecipitation and samples were incubated (with rotation) overnight in the cold room using a tube rotator. After washing, DNA samples were recovered using elution buffer and incubated overnight at 65 °C to remove crosslinking. DNA samples were collected and purified using a QIAquick PCR Purification Kit (Qiagen). ChIP–qPCR was performed as described in ‘Gene expression analyses’. ChIP–qPCR primer sequences are listed in Supplementary Table 4.

### Immunoblot

Ground plant tissues (0.2 g per 1 ml LDS buffer (Genscript)) or fractionated protein samples (1:1 v/v) were mixed with 2× LDS buffer in the presence or absence of 2-mercaptoethanol (Sigma-Aldrich) and boiled at 70 °C for 5 min. After removing debris by centrifugation, protein samples were resolved using SDS–PAGE (SurePAGE, Genscript) and transferred to PDVF membrane (Millipore) using a wet transfer system (Bio-Rad; transfer buffer from Thermo Scientific) for further analysis. Transferred blot was incubated in PBS-T (1× PBS, 0.05 % Tween-20) supplemented with 5% non-fat dried milk for 1h and relevant proteins were detected using specific antibodies. Chemiluminescence from blots was generated after adding Supersignal West dura or West femto substrate (Thermo Scientific) and detected by a ChemiDoc MP imaging system (Bio-Rad) or iBright CL 1500 (Thermo Scientific). Relative protein quantification was performed using iBright CL 1500 (Thermo Scientific) and FIJI/ImageJ software (win64 1.52i version). Experimental conditions for antibodies are in Supplementary Table 5.

### Confocal laser scanning microscopy and image analysis of *Arabidopsis* and tobacco cells

Images were acquired with the Zeiss confocal laser scanning microscopy 880 system and Zen black software (Carl Zeiss). Pre-treated leaves of 4- to 5-week-old plants (*35S::eGFP-GBPL3*) were imaged with an inverted Zeiss 880 single point scanning confocal attached to a fully motorized Zeiss Axio Observer microscope base, with Marzhauser linearly encoded stage and a 63× NA 1.4 oil plan apochromatic oil immersion objective lens. Images were acquired by frame (line) scanning unidirectionally at 0.24 microseconds using the galvanometer-based imaging mode, with a voxel size of 0.22 µm × 0.22 µm × 1 µm and an area size of 224.92 µm × 224.92 µm × 1 µm µm in Zeiss Zen Black Acquisition software and saved as CZI files. eGFP and chlorophyll was excited at 488 nm excitation laser from argon laser source and detected at 490–526 or 653–683 nm, respectively. Equal acquisition conditions (for example, excitation laser source intensity, range of acquired emission light range and exposure condition) were used for every image in each experiment. To maintain appropriate temperature during experiments, a portable temperature chamber and temperature-controlled specimen chamber of confocal microscope were used. To analyse images, FIJI/ImageJ software (Windows 64 1.52i version) was used.

### Prediction of intrinsically disordered region of *A. thaliana* MED15

The *A. thaliana* MED15 protein (encoded by *At1g15780*) disordered region was calculated with the Predictor of Natural Disordered Regions online tool (http://www.pondr.com/). The MED15 amino acid sequence was obtained from The Arabidopsis Information Resource (TAIR; https://www.arabidopsis.org/).

### Experimental design and statistical analysis of dataset

Sample size and statistical analyses are described in the relevant figure legends. Sample size was determined based on previous publications with similar experiments to allow for sufficient statistical analyses. There were no statistical methods used to predetermine sample sizes. Three to four plants (biological replicates) per genotype per treatment were analysed per individual experiment. Plants of different genotypes were grown side by side in environmentally controlled growth chambers (light, temperature, humidity) to control other covariates and to minimize unexpected environmental variations. Leaf samples of similar ages were collected and assessed randomly for each genotype. Researchers were not blinded to allocation during experiments and outcome assessment. This is in part because different plant genotypes, temperatures and treatments investigated exhibit quite distinct and obvious phenotypes visually; thus, blinding was not possible in these cases. Routine practices included more than one author observing/assessing phenotypes, whenever possible. Three or more independent experiments were performed for all assays, unless specified otherwise. The following statistical analyses were employed: (1) Student’s *t*-test with Bonferroni test for significance was used for pairwise comparisons; (2) one-way analysis of variance (ANOVA) with Bartlett’s test for significance was used for multi-sample experiments with one variable; and (3) two-way ANOVA followed by Tukey’s honest significant difference test was used for multi-variable analyses. Statistical tests are described in the figure legends. Bar graphs and dot plots were generated with GraphPad Prism 9 and show the mean ± s.d. or mean ± s.e.m. and individual data points.

### Graphic design

Figs. 1a, 2f and 4f and Extended Data Fig. 7a were created in part using BioRender.com.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this paper.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-022-04902-y.

## Supplementary information

Supplementary Information This file contains Supplementary Fig. 1 and Supplementary Tables 1–5.

Reporting Summary

Supplementary Data 1 RNA-seq reads of the mock- and *Pst* DC3000-inoculated *Arabidopsis* Col-0 plants at normal and elevated temperature.

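Supplementary Data 1 gives the same expression values as the deposited table, 1 column per library and 1 line per gene, for mock and *Pst* plants at 23 °C and 30 °C. The values were taken as RPKM and are not numbers of reads. The copy used here holds only part of the 27655 genes, and each of its 23976 values equalled that of the deposited table.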

Supplementary Data 2 *Pst* DC3000- and temperature-regulated gene clusters.

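The list of cluster A in Supplementary Data 2, the genes induced by *Pst* DC3000 and downregulated at elevated temperature, holds 717 genes, all of which have values in the deposited table. In each of them the *Pst* mean was over 2 times the mock mean at 23 °C, and the *Pst* mean at 30 °C was under 0.5 times that at 23 °C. At 30 °C the ratio of *Pst* to mock was over 2 in 167 genes, from 0.5 to 2 in 340 and under 0.5 in 210. In mock plants the ratio of 30 °C to 23 °C was under 0.5 in 319 of the 717 genes. The highest group mean was under 1 RPKM in 212 of them, and 463 had enough expression to be tested. Because the study chose the list on these libraries, its directions are not independent evidence. Of the 463 genes, limma found 375 higher in *Pst* than in mock plants at 23 °C (384 adjusted over the list alone) and 404 lower in *Pst* plants at 30 °C than at 23 °C (405 adjusted over the list alone). After *Pst* inoculation at 30 °C, 71 were higher and 66 lower than in mock plants (136 in all adjusted over the list alone), and in mock plants 95 were lower and 7 higher at 30 °C (106 adjusted over the list alone). The interaction was past the thresholds in 298 genes (324 adjusted over the list alone), and its median was −1.57. Each of the 298 had a lower *Pst* effect at 30 °C, which was a smaller rise or a fall. The copy of cluster B, chosen on the same libraries, holds 1235 genes, and the paper gives 1236. Of its 886 genes with enough expression, limma found the interaction higher in 69 and lower in 19, with a median of 0.20. The copies of the remaining clusters hold only part of their genes.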

Supplementary Data 3 RNA-seq reads of the *Pst* DC3000-inoculated *Arabidopsis* Col-0 and *35S::CBP60g* plants at 23 °C and 28 °C.

Supplementary Data 4 List of genes that are differentially regulated between Col-0 and *35S::CBP60g*.

## Data Availability

RNA-seq datasets are publicly available in the Gene Expression Omnibus under accessions GSE152072 and GSE197771). Source data are provided with this paper.

## Source data

Source Data Fig. 1
Source Data Fig. 2
Source Data Fig. 3
Source Data Fig. 4
Source Data Extended Data Fig. 1
Source Data Extended Data Fig. 2
Source Data Extended Data Fig. 3
Source Data Extended Data Fig. 4
Source Data Extended Data Fig. 5
Source Data Extended Data Fig. 6
Source Data Extended Data Fig. 7
Source Data Extended Data Fig. 8
Source Data Extended Data Fig. 9
Source Data Extended Data Fig. 10

# Supplementary material for: Increasing the resilience of plant immunity to a warming climate
**Source:** Nature. 2022 Jun 29;607(7918):339–44. doi: 10.1038/s41586-022-04902-y
**Supplement:** Supplementary file 1 — This file contains Supplementary Fig. 1 and Supplementary Tables 1–5.

---

**Supplementary information**

---

**Increasing the resilience of plant immunity  
to a warming climate**

---

In the format provided by the  
authors and unedited

## **Increasing the resilience of plant immunity to a warming climate**

Jong Hum Kim<sup>1,2,3,†</sup>, Christian Danve M. Castroverde<sup>3,4,5,†,\*</sup>, Shuai Huang<sup>6,7,8</sup>, Chao Li<sup>9</sup>, Richard Hilleary<sup>1,2,3</sup>, Adam Seroka<sup>1,2,4,10</sup>, Reza Sohrabi<sup>1,2,3,4</sup>, Diana Medina-Yerena<sup>3</sup>, Bethany Huot<sup>1,4</sup>, Jie Wang<sup>10</sup>, Kinya Nomura<sup>1,2,3</sup>, Sharon K. Marr<sup>11</sup>, Mary C. Wildermuth<sup>11</sup>, Tao Chen<sup>9</sup>, John D. MacMicking<sup>6,7,8</sup>, and Sheng Yang He<sup>1,2,3,4,10,\*</sup>

†Authors contributed equally to this work.

Supplementary Figure 1. Gel/Immunoblot Source Data.

Extended Data Fig.3g

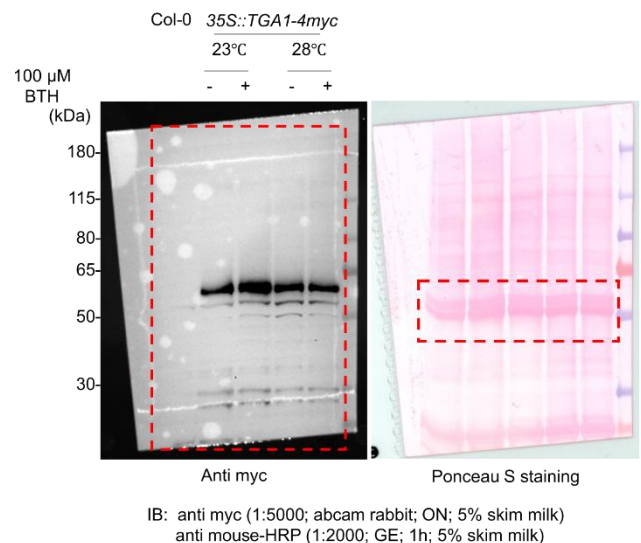

Extended Data Fig.3i

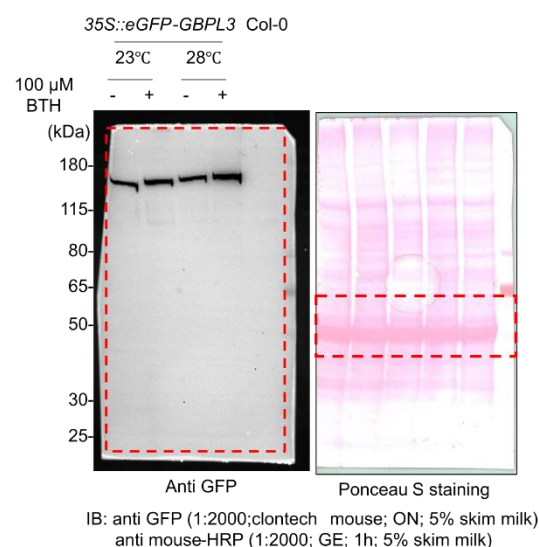

Extended Data Fig.3h

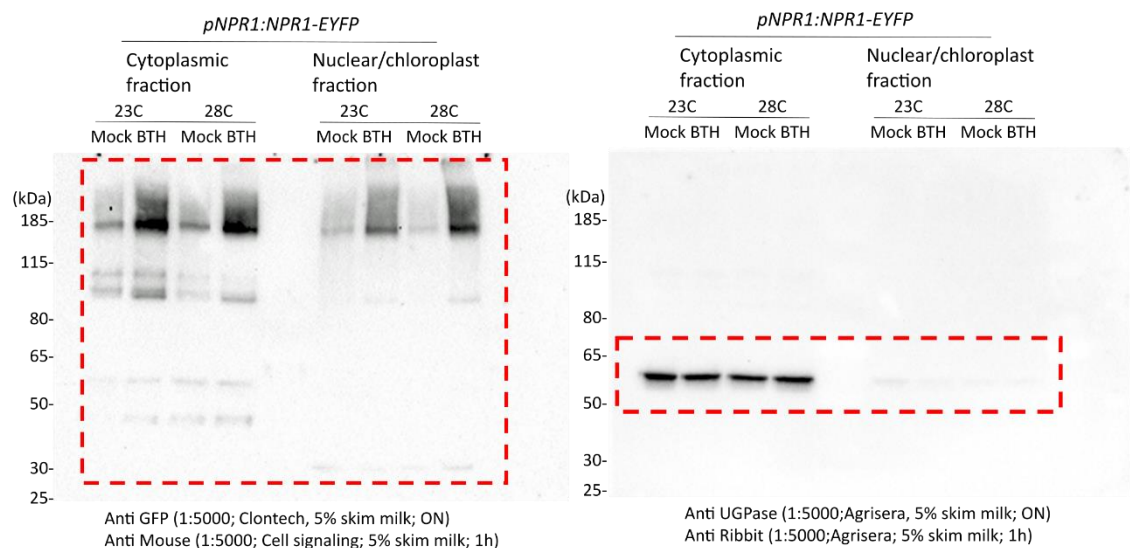

Extended Data Fig.3j

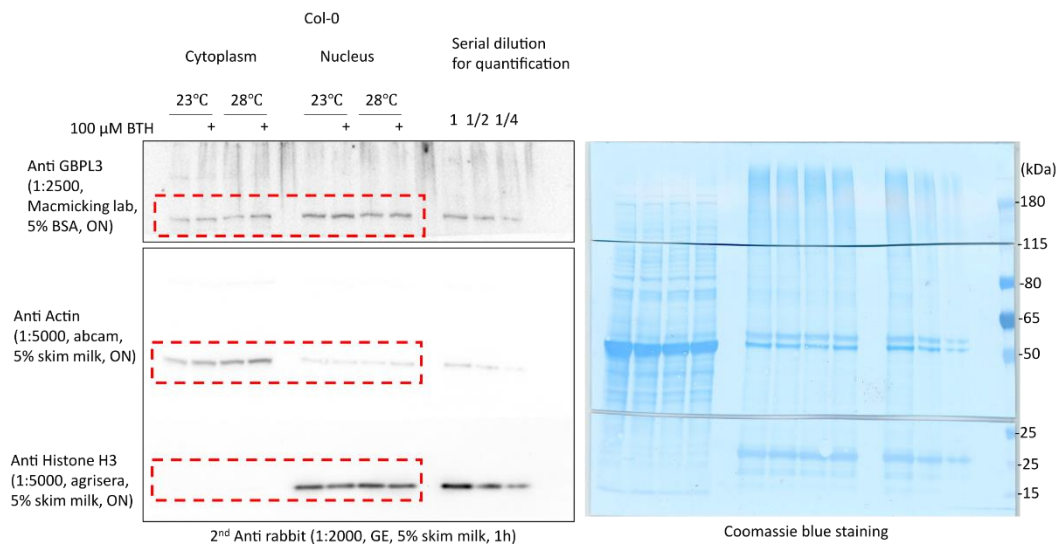

Extended Data Fig.3k

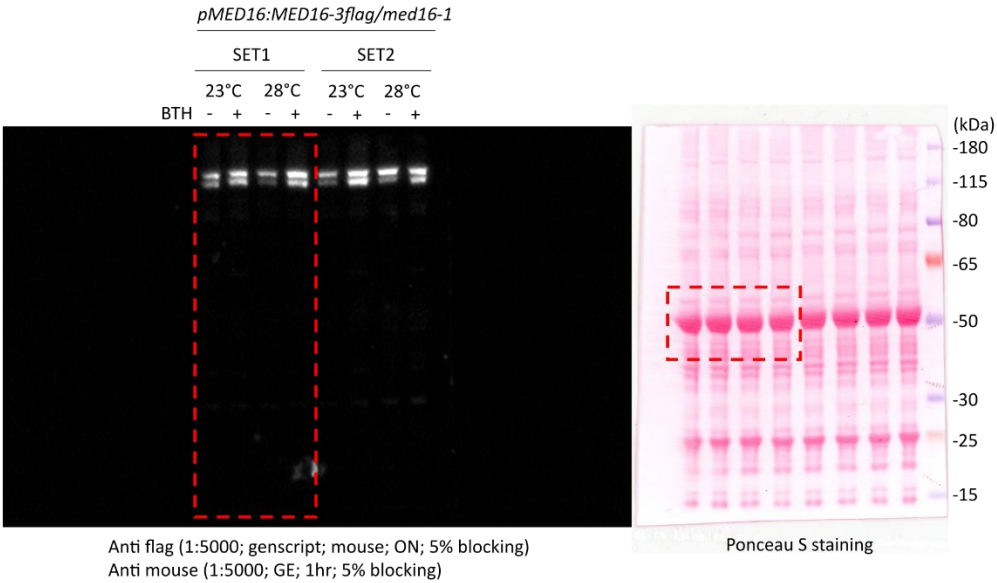

Extended Data Fig.3m

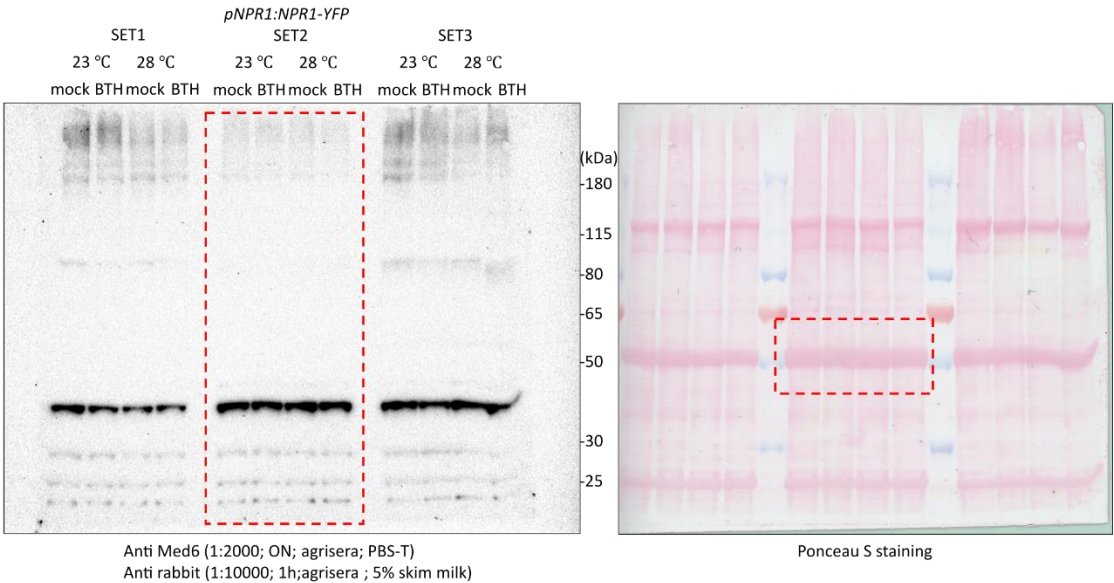

Extended Data Fig.3o

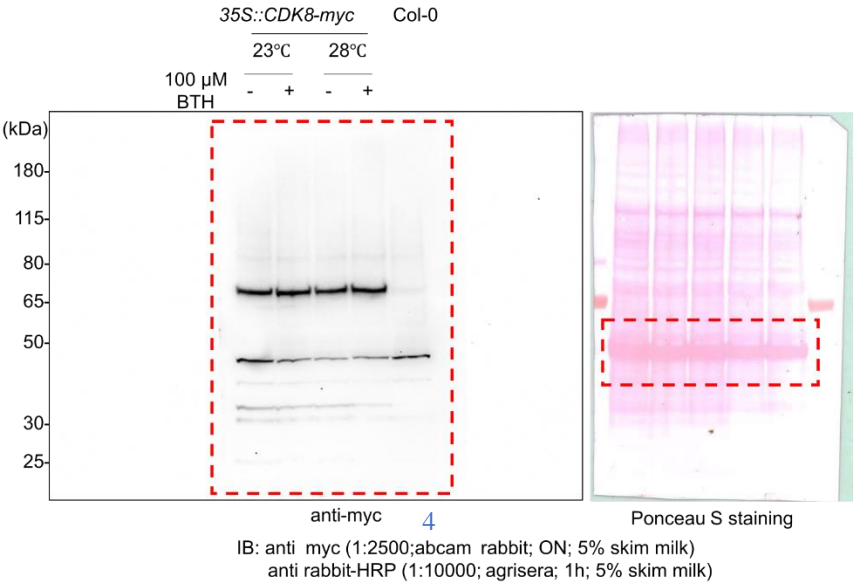

**Supplementary Table 1. Transcriptome clustering and GO-enrichment of *Pst* DC3000-regulated genes in *Arabidopsis* plants at 23°C (ambient) vs. 30°C (elevated temperature).**

| <b>Pathogen effect</b>       | <b>Temperature effect</b>    | <b>Cluster</b> | <b>Number of genes</b> | <b>Top 5 GO terms</b>                                                                                                                                                                                            | <b>CBP60g/SARD1 target genes</b> |
|------------------------------|------------------------------|----------------|------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------|
| <i>Pst</i> DC3000-induced    | Down at elevated temperature | A              | 717                    | Defense response<br>Systemic acquired resistance<br>Response to fungus<br>Response to bacterium<br>Response to salicylic acid                                                                                    | 140                              |
|                              | Similar at both temperatures | B              | 1236                   | Response to jasmonic acid<br>Response to wounding<br>Negative regulation of nucleic acid-templated transcription<br>Regulation of jasmonic acid mediated signaling pathway<br>Jasmonic acid biosynthetic process | 126                              |
|                              | Up at elevated temperature   | C              | 619                    | Response to jasmonic acid<br>Response to wounding<br>Response to high light intensity<br>Metabolic process<br>Response to karrikin                                                                               | 22                               |
| <i>Pst</i> DC3000-suppressed | Down at elevated temperature | D              | 845                    | Response to chitin<br>Protein phosphorylation<br>Response to light stimulus<br>Response to cold<br>Purine nucleobase transport                                                                                   | 83                               |
|                              | Similar at both temperatures | E              | 1501                   | Circadian rhythm<br>Response to auxin                                                                                                                                                                            | 66                               |

|  |                            |   |     |                                                                                                                                     |   |
|--|----------------------------|---|-----|-------------------------------------------------------------------------------------------------------------------------------------|---|
|  |                            |   |     | Regulation of Transcription, DNA-templated<br>Xylan catabolic process<br>Auxin-activated signaling pathway                          |   |
|  | Up at elevated temperature | F | 402 | Cold acclimation<br>Response to water<br>Transcription, DNA-templated<br>Response to water Deprivation<br>Response to abscisic acid | 3 |

Differentially expressed genes (DEGs) were categorized as either pathogen-induced or pathogen-suppressed. These DEGs were further classified as downregulated at elevated temperature, similar between the two temperatures (“Similar) and upregulated at elevated temperature. 

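Clusters of this kind were counted from the ratios of the group means in RPKM, over the 17483 genes with at least 1 RPKM in at least 3 libraries. A gene counted as induced when the *Pst* mean was over 2 times the mock mean at either temperature, and as repressed when the mock mean was over 2 times the *Pst* mean. The text of the paper does not name the limit between temperatures for this experiment, so the limit it gives for Fig. 3 was used on the ratio of *Pst* plants at 30 °C to *Pst* plants at 23 °C. Of the induced genes, 335 were lower at 30 °C (cluster A), 1838 were similar (cluster B) and 805 were higher (cluster C). Of the repressed genes, 1781 were lower (cluster D), 2310 similar (cluster E) and 161 higher (cluster F). A further 168 genes were induced at one temperature and repressed at the other and were counted apart, among them *EDS1*, *PAD4*, *CBP60g* and *SARD1*. When induction or repression was taken at 23 °C alone, these 4 genes fell into cluster A. That rule moved clusters B and D most among the alternatives set beforehand, to 889 and 741 genes. With *Pst* library DC8 at 23 °C left out, cluster F held 284 genes. A rule chosen after the values were seen gave the paper's size in every cluster. It took induction or repression at 23 °C alone, no filter, and every mean in the ratios above 0.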

The number of genes and top 5 Gene Ontology (GO) terms based on DAVID<sup>50</sup> are indicated, along with how many of these genes are present in the *CBP60g* homolog *SARD1* ChIP-Seq dataset<sup>31</sup>.

**Supplementary Table 2. Transcriptome clustering and GO-enrichment of temperature-regulated genes in Col-0 and 35S::*CBP60g* after *Pst* DC3000 infection.**

| Cluster | Definition of cluster                                                                                                                                                                                                | Number of genes | Top 5 GO terms                                                                                                                                                  | Example genes                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|---------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 1       | Genes which are down-regulated in <i>Pst</i> -treated Col-0 at elevated temperature than control temperature, and expressed similarly in <i>Pst</i> -treated 35S:: <i>CBP60g</i> at control and elevated temperature | 595             | <p>Defense response to bacterium</p> <p>Cellular response to hypoxia</p> <p>Response to bacterium</p> <p>Response to Salicylic acid</p> <p>Defense response</p> | <p><b>SA-related:</b><br/> <i>ICS1, PBS3, SARD1, DMR6, NIMIN1, NIMIN-2, NPR3, PR4, PR5</i></p> <p><b>PTI-related:</b><br/> <i>LYK5, WAK1, LYM2, BIR1, SOBIR1, RLP23, PUB23, PUB24, MKK2, MEK1, MPK4, CNGC2/10</i></p> <p><b>ETI-related:</b><br/> <i>ADR1, RPS4, ZAR1, NUDT7, NHL3, EDS1, PAD4, ACD6, HR3/4, TIR</i></p> <p><b>WRKYs:</b><br/> <i>WRKY18, 33, 38, 46, 51, 53, 62, 70</i></p> <p><b>RLKs:</b> <i>CRK7, 10, 12, 14, 15, 24, 34</i></p> <p><b>Camalexin/ Glucosinolate-related:</b> <i>PAD3, ESM1, MYB51</i></p> <p><b>Oxidative stress:</b><br/> <i>GSTF2/6/7/8,</i></p> |

|   |                                                                                                                                                                                                                   |     |                                                                                                                                                                 |                                                                                                                                                                                                                                                                                                                                   |
|---|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|-----------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|   |                                                                                                                                                                                                                   |     |                                                                                                                                                                 | <i>PRXCB, MLO2, SAG21</i>                                                                                                                                                                                                                                                                                                         |
| 2 | Genes which are up-regulated in <i>Pst</i> -treated Col-0 at elevated temperature than control temperature, and expressed similarly in <i>Pst</i> -treated <i>35S::CBP60g</i> at control and elevated temperature | 443 | <p>Response to water deprivation</p> <p>Response to abscisic acid</p> <p>Auxin-activated signaling pathway</p> <p>Response to auxin</p> <p>Cold acclimation</p> | <p><b>ABA-related:</b><br/><i>NCED3, RAB18, NAC019, ABI1, ABF3, HB7, HB12, PIP1;4, PIP1A, PIP2A, RAP2.1, AIB, MARD1</i></p> <p><b>Auxin-related:</b><br/><i>IAA1/2, AXR3, SHY2, HLS1, HAT2, SAUR20/24/63, WES1</i></p> <p><b>Cold-related:</b><br/><i>CBF2, RAB18, AZI1, COR15B, COR413-PM1, COR15A, COR47, KIN1/2, LTI78</i></p> |
| 3 | Genes, which are similarly down-regulated at elevated temperature than control temperature in <i>Pst</i> -treated Col-0 and <i>35S::CBP60g</i>                                                                    | 810 | <p>Cellular response to hypoxia</p> <p>Response to chitin</p> <p>Protein autophosphorylation</p> <p>Response to cold</p> <p>Defense response to bacterium</p>   | <p><b>Hypoxia-related:</b> <i>OPR1, ZAT6, STY46, FBS1, DIN10, GAE1, ACBP3, ERD15, DIC2, MEE14, HSPRO2, RAV1/2, STZ, SZF1</i></p> <p><b>Chitin-related:</b><br/><i>ATL6, WRKY40/22, MYBR1, MYB73/77, ERF5/6, JAZ7, MPK3</i></p>                                                                                                    |

|   |                                                                                                                                             |     |                                                                                                                                                                                               |                                                                                                                                                                                                                                                                                                                                                    |
|---|---------------------------------------------------------------------------------------------------------------------------------------------|-----|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 4 | Genes which are similarly up-regulated at elevated temperature than control temperature in <i>Pst</i> -treated Col-0 and <i>35S::CBP60g</i> | 593 | <p>Response to wounding</p> <p>Response to jasmonic acid</p> <p>Oxylipin biosynthetic process</p> <p>Jasmonic acid biosynthetic process</p> <p>Regulation of transcription, DNA-templated</p> | <p><b>JA-related:</b> <i>AOS</i>, <i>OPR3</i>, <i>LOX2/3/4</i>, <i>JMT</i>, <i>JAZ5/8/10</i>, <i>VSP1/2</i>, <i>TSP03/04</i>, <i>ADC2</i>, <i>DHAR1</i>, <i>VTC2/5</i>, <i>EBP</i>, <i>SQE3</i></p> <p><b>Wounding-related:</b> <i>DHS1</i>, <i>ORA47</i>, <i>PAL1</i>, <i>JR1</i>, <i>ADC2</i>, <i>MYB29/76</i>, <i>GLR3.3</i>, <i>GLR3.4</i></p> |
|---|---------------------------------------------------------------------------------------------------------------------------------------------|-----|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

**Supplementary Table 3. Plant materials used in this study.**

| <b>Plant Material</b>                               | <b>Species</b>              | <b>Reference</b>                                                           |
|-----------------------------------------------------|-----------------------------|----------------------------------------------------------------------------|
| Col-0                                               | <i>Arabidopsis thaliana</i> | Arabidopsis Biological Resource Centre (ABRC) at The Ohio State University |
| Ler                                                 | <i>A. thaliana</i>          | ABRC                                                                       |
| <i>cbp60g-1</i>                                     | <i>A. thaliana</i>          | Wang et al., 2009 <sup>28</sup>                                            |
| <i>35S::CBP60g OE-16</i>                            | <i>A. thaliana</i>          | Wan et al., 2012 <sup>52</sup>                                             |
| <i>35S::CBP60g OE-17</i>                            | <i>A. thaliana</i>          | Wan et al., 2012 <sup>52</sup>                                             |
| <i>35S::uORF<sub>STBF1</sub>-CBP60g #b5, b14</i>    | <i>A. thaliana</i>          | This study                                                                 |
| <i>35S::ICS1</i>                                    | <i>A. thaliana</i>          | This study                                                                 |
| <i>35S::TGA1-4myc</i>                               | <i>A. thaliana</i>          | This study                                                                 |
| <i>35S::SARD1-4myc #b1, b2</i>                      | <i>A. thaliana</i>          | This study                                                                 |
| <i>camta2/3</i>                                     | <i>A. thaliana</i>          | Kim et al., 2013 <sup>53</sup>                                             |
| <i>35S::WRKY75</i>                                  | <i>A. thaliana</i>          | Zhang et al., 2017 <sup>54</sup>                                           |
| <i>35S::EDS1</i>                                    | <i>A. thaliana</i>          | Feys et al., 2005 <sup>55</sup>                                            |
| <i>35S::PAD4</i>                                    | <i>A. thaliana</i>          | Xing et al., 2006 <sup>56</sup>                                            |
| <i>bsmt1</i>                                        | <i>A. thaliana</i>          | Attaran et al., 2009 <sup>57</sup>                                         |
| <i>npr1 S11D/S15D</i>                               | <i>A. thaliana</i>          | Saleh et al., 2015 <sup>27</sup>                                           |
| <i>npr3-2 npr4-2</i>                                | <i>A. thaliana</i>          | Ding et al., 2018 <sup>26</sup>                                            |
| <i>pCBP60g (1788 bp; -1800 to -14 from ATG):GUS</i> | <i>A. thaliana</i>          | Wan et al., 2012 <sup>52</sup>                                             |
| <i>npr1-6</i>                                       | <i>A. thaliana</i>          | Huot et al., 2017 <sup>15</sup>                                            |
| <i>NPR1pro::NPR1-EYFP</i>                           | <i>A. thaliana</i>          | Huot et al., 2017 <sup>15</sup>                                            |
| <i>MED16pro::MED16-3FLAG</i>                        | <i>A. thaliana</i>          | Wang et al., 2015 <sup>58</sup>                                            |
| <i>35S::PHYB<sup>Y276H</sup></i>                    | <i>A. thaliana</i>          | Jones et al., 2015 <sup>59</sup>                                           |
| <i>BdELF3-OE</i>                                    | <i>A. thaliana</i>          | Jung et al., 2020 <sup>10</sup>                                            |
| <i>35S::CDK8-myc</i>                                | <i>A. thaliana</i>          | Zhu et al., 2014 <sup>60</sup>                                             |
| <i>35S::eGFP-GBPL3</i>                              | <i>A. thaliana</i>          | Huang et al., 2021 <sup>11</sup>                                           |
| <i>GBPL3 OX (pGBPL3::GBPL3)</i>                     | <i>A. thaliana</i>          | Huang et al., 2021 <sup>11</sup>                                           |
| <i>ics1</i> (i.e., <i>sid2-2</i> )                  | <i>A. thaliana</i>          | Wildermuth et al., 2001 <sup>21</sup>                                      |
| Westar                                              | <i>Brassica napus</i>       | USDA Agricultural Research Service                                         |
| <i>35S::AtCBP60g-myc</i>                            | <i>Brassica napus</i>       | This study                                                                 |
| Xanthi                                              | <i>Nicotiana tabacum</i>    | USDA Agricultural Research Service                                         |
| Castlemart                                          | <i>Solanum lycopersicum</i> | Tomato Genetics Resource Center (TGRC) at UC Davis                         |

|            |                     |                                       |
|------------|---------------------|---------------------------------------|
| Nipponbare | <i>Oryza sativa</i> | USDA Agricultural<br>Research Service |
|------------|---------------------|---------------------------------------|

**Supplementary Table 4. Oligonucleotide primers used in this study.**

| Target genes                               | Sequence (5'-3')           | Purpose | Reference                                                 |
|--------------------------------------------|----------------------------|---------|-----------------------------------------------------------|
| <i>CBP60g</i><br>( <i>At5g26920</i> )      | caccATGAAGATTCGGAACAGCC    | Cloning | This study                                                |
|                                            | TTACAAGCCTTCCCTCGGATTTC    |         |                                                           |
| <i>uORF<sub>TBF1</sub></i>                 | CGCGGCCGCCCCCTTCACC        | Cloning | This study                                                |
|                                            | AACAGCATCCGTTTTTTATAA      |         |                                                           |
| <i>AtTGA1</i><br>( <i>At5g65210</i> )      | GGGCTGTTCCGAATCTTCAT       | Cloning | This study                                                |
|                                            | CTCCGGCGAACTTTTTTTAT       |         |                                                           |
| <i>SARD1</i><br>( <i>AT1G73805</i> )       | CACCATGAATTCGACATCGACACAT  | Cloning | This study                                                |
|                                            | TTTG                       |         |                                                           |
| <i>PP2AA3</i><br>( <i>At1G13320</i> )      | CGTTGGTTCACGATGTGCGAG      | Cloning | This study                                                |
|                                            |                            |         |                                                           |
| <i>CBP60g</i><br>( <i>At5g26920</i> )      | caccATGGCAGGGAAGAGGTTATTTC | Cloning | This study                                                |
|                                            | A                          |         |                                                           |
| <i>PP2AA3</i><br>( <i>At1G13320</i> )      | GAAAGGGTTTATATGATTTTGAGAC  | qRT-PCR | Huot et al.,<br>2017 <sup>15</sup>                        |
|                                            | GAAGA                      |         |                                                           |
| <i>CBP60g</i><br>( <i>At5g26920</i> )      | GGTTACAAGACAAGGTTCACTC     | qRT-PCR | Kim et al.,<br>2017 <sup>61</sup> ;<br>2020 <sup>62</sup> |
|                                            | CATTCAAGGACCAAACTCTTCAG    |         |                                                           |
| <i>ICS1</i> ( <i>At1g74710</i> )           | TCGTGGACGCCACCACAAACA      | qRT-PCR | Huot et al.,<br>2017 <sup>15</sup>                        |
|                                            | TCAGCGTTCAGCGGCACGAG       |         |                                                           |
| <i>EDS1</i> ( <i>At3g48090</i> )           | ACTTACTAACCAGTCCGAAAGACG   | qRT-PCR | This study                                                |
|                                            | A                          |         |                                                           |
| <i>PAD4</i> ( <i>At3g52430</i> )           | ACAACAACCTCTGTACATATACCGT  | qRT-PCR | This study                                                |
|                                            |                            |         |                                                           |
| <i>WRKY75</i><br>( <i>At5g1308</i> )       | TCGCTTTCCAACCATCTTTCTC     | qRT-PCR | This study                                                |
|                                            | CTACTCCTCACAGCCATTTC       |         |                                                           |
| <i>BSMT1</i> ( <i>At3g11480</i> )          | ATCTTCTCCGCCGTCATTCC       | qRT-PCR | Kim et al.,<br>2017 <sup>61</sup> ;<br>2020 <sup>62</sup> |
|                                            | CACGTGGCAGAAGTTGTGTG       |         |                                                           |
| <i>GUS</i>                                 | GTTCCCTAGGAGTTACTATAGGTG   | qRT-PCR | This study                                                |
|                                            | TTTCGGTGGATTCTCGATGG       |         |                                                           |
| <i>SIPR1b</i><br>( <i>Solyc09g00701</i> )  | CTAGTCTTTGAGGGTCTTGTG      | qRT-PCR | This study                                                |
|                                            | TGAGCATTGGTTCATAACAG       |         |                                                           |
| <i>SlPR1b</i><br>( <i>Solyc09g00701</i> )  | ACGGGAAAGGACTGGAAGAG       | qRT-PCR | This study                                                |
|                                            | ATGGTTGCGGATTTCTCTGG       |         |                                                           |
| <i>SlARD2</i><br>( <i>Solyc01g104170</i> ) | CTTGCGGTTTCATAACGATGC      | qRT-PCR | Kusajima et al., 2017 <sup>63</sup>                       |
|                                            | TAGTTTTGTGCTCGGGATGC       |         |                                                           |
| <i>OsPR1b</i><br>( <i>Os01g0382000</i> )   | TGTTTCATCAGTGTGCTAGTG      | qRT-PCR | Pombo et al., 2017 <sup>64</sup>                          |
|                                            | GCTGTCCTTCCTTCTGAATC       |         |                                                           |
| <i>OsPR1b</i><br>( <i>Os01g0382000</i> )   | ACGCCTTCACGGTCCATAC        | qRT-PCR | Fang et al.,<br>2015 <sup>65</sup>                        |
|                                            | AAACAGAAAGAAACAGAGGGAGT    |         |                                                           |
| <i>OsUBC</i><br>( <i>Os02g0634800</i> )    | AC                         | qRT-PCR | Jain et al.,<br>2006 <sup>66</sup>                        |
|                                            | CCGTTTGTAGAGCCATAATTGCA    |         |                                                           |
| <i>OsUBC</i><br>( <i>Os02g0634800</i> )    | AGGTTGCCTGAGTCACAGTTAAGTG  | qRT-PCR | Jain et al.,<br>2006 <sup>66</sup>                        |
|                                            |                            |         |                                                           |

|                                                  |                         |                |                                      |
|--------------------------------------------------|-------------------------|----------------|--------------------------------------|
| <i>BnaPRI</i>                                    | CATCCCTCGAAAGCTCAAGAC   | qRT-PCR        | Sasek et al., 2012 <sup>67</sup>     |
|                                                  | CCACTGCACGGGACCTAC      |                |                                      |
| <i>BnaICS1</i>                                   | CAAACATCATCTTCCCTC      | qRT-PCR        | Sasek et al., 2012 <sup>67</sup>     |
|                                                  | AGCGTGACTTACTAACCAG     |                |                                      |
| <i>BnaGDII</i>                                   | GAGTCCCTTGCTCGTTTCC     | qRT-PCR        | Yang et al., 2014 <sup>68</sup>      |
|                                                  | TGGCAGTCTCTCCCTCAGAT    |                |                                      |
| <i>NtPRI</i>                                     | CAATTAGTATGGACTTTCG     | qRT-PCR        | Künstler et al., 2020 <sup>69</sup>  |
|                                                  | GCAGATTGTAACCTCGTA      |                |                                      |
| <i>NtActin</i>                                   | GCCGTCCTTAGCAGCAGT      | qRT-PCR        | Künstler et al., 2020 <sup>69</sup>  |
|                                                  | ACAAGCAACCCTTCCACC      |                |                                      |
| hygromycin phosphotransferase (HPT)              | ACACTACATGGCGTGATTTTCAT | Genotyping PCR | This study                           |
|                                                  | TCCACTATCGGCGAGTACTTCT  |                |                                      |
| <i>AtCBP60g-myc</i>                              | CGGTTAGGTGCTAAGTTGA     | Genotyping PCR | This study                           |
|                                                  | TCACCGTCGAGTCCGTTCAA)   |                |                                      |
| <i>TA3</i> retrotransposon                       | CTGCGTGGAAGTCTGTCAAA    | ChIP-qPCR      | Yamaguchi et al., 2014 <sup>51</sup> |
|                                                  | CTATGCCACAGGGCAGTTTT    |                |                                      |
| <i>CBP60g</i> as1 (-1.1 kb, P1)                  | GGGGTCAATGTACTTCTAGTTGA | ChIP-qPCR      | This study                           |
|                                                  | AAACTAGCCAAAACAGCCGT    |                |                                      |
| <i>CBP60g</i> coding sequence (P2)               | GAAGATTTCGGAACAGCCCTA   | ChIP-qPCR      | This study                           |
|                                                  | TCCGAAAATAAACCGGAAAA    |                |                                      |
| <i>SARD1</i> -P1                                 | GGAACCGTCCATTTGTCAAC    | ChIP-qPCR      | Huang et al., 2021 <sup>11</sup>     |
|                                                  | TTCGAAGAACGACAAAGGAAA   |                |                                      |
| <i>TZF1</i> coding sequence ( <i>At3g55980</i> ) | GCAGTGGACCAAAGAGCAAT    | ChIP-qPCR      | This study                           |
|                                                  | CAAGATCATCACAAGCAGCGA   |                |                                      |
| <i>NPRI</i> -P1                                  | AATGTAAACCGTGGGACGAG    | ChIP-qPCR      | Huang et al., 2021 <sup>11</sup>     |
|                                                  | TAAGAATCGGCGAATCCATC    |                |                                      |

**Supplementary Table 5. Antibodies used in this study.**

| <b>Antibody Name</b>   | <b>Dilution Used</b> | <b>Purpose</b>                            | <b>Reference</b>                 |
|------------------------|----------------------|-------------------------------------------|----------------------------------|
| Anti-GFP               | 1:250                | ChIP                                      | Cat. No. ab290, Abcam            |
| Anti-GFP               | 1:5000               | Western blotting (primary antibody)       | Cat. No. 632381, Clontech        |
| Anti-myc               | 1:200, 1:5000        | ChIP, Western blotting (primary antibody) | Cat. No. ab9106, Abcam           |
| Anti-FLAG              | 1:200                | ChIP                                      | Cat. No. A00170, Genscript       |
| Anti-FLAG              | 1:2500               | Western blotting (primary antibody)       | Cat. No. A00187, Genscript       |
| Anti-GBPL3             | 1:2500               | Western blotting (primary antibody)       | Huang et al., 2021 <sup>11</sup> |
| Anti-Actin             | 1:5000               | Western blotting (primary antibody)       | Cat. No. ab197345, Abcam         |
| Anti-H3                | 1:5000               | Western blotting (primary antibody)       | Cat. No. AS10 710, Agrisera      |
| Anti-MED6              | 1:100, 1:1000        | ChIP, Western blotting (primary antibody) | Cat. No. AS14 2802, Agrisera     |
| Anti-RNA polymerase II | 1:250                | ChIP                                      | Cat. No. ab5131, Abcam           |
| Anti-UGPase            | 1:5000               | Western blotting (primary antibody)       | Cat. No. AS05 086, Agrisera      |
| Anti-Rabbit-HRP        | 1:5000               | Western blotting (secondary antibody)     | Cat. No. AS09 602 Agrisera       |
| Anti-Mouse-HRP         | 1:2000 - 5000        | Western blotting (secondary antibody)     | Cat. No. NA931 Cytiva            |
| Anti-Mouse-HRP         | 1:2000 - 5000        | Western blotting (secondary antibody)     | Cat. No. 7076S Cell Signaling    |

**Supplementary Data 1. RNA-Seq reads of the mock (0.25 mM MgCl<sub>2</sub>)- and *Pst* DC3000-inoculated *Arabidopsis* Col-0 plants at normal and elevated temperature. (separate file)**

**Supplementary Data 2. *Pst* DC3000- and temperature-regulated gene clusters. (separate file)**

**Supplementary Data 3. RNA-Seq reads of the *Pst* DC3000-inoculated *Arabidopsis* Col-0 and 35S::*CBP60g* plants at 23°C and 28°C. (separate file)**

**Supplementary Data 4. List of genes that are differentially regulated between Col-0 and 35S::*CBP60g*. (separate file)**

# Supplementary material for: Increasing the resilience of plant immunity to a warming climate
**Source:** Nature. 2022 Jun 29;607(7918):339–44. doi: 10.1038/s41586-022-04902-y
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Gene expression and ChIP (qPCR): Thermo Fisher QuantStudio 3 system, Thermo Fisher 7500 Fast Real-Time PCR system, Thermo Fisher StepOnePlus™ Software  
Hormone quantification: Waters MassLynx and Thermo Fisher Masshunter system  
Western blots: Bio Rad ChemiDoc XRS+ and Thermo Fisher iBright 1500  
Confocal microscopy: Carl-zeiss LSM 880 with Airyscan, and Zen black software  
Photographing of plant: Nikon D5600 digital camera

#### Data analysis

Statistics and graph production: GraphPad Prism 9 software  
RNASeq: Trimmomatic version 0.32, STAR version 2.5.2b, featureCounts version 1.22.3, TMM/voom, Database for Annotation, Visualization and Integrated Discovery software  
Gene expression and ChIP (qPCR): StepOnePlus™ software  
Hormone quantification: Waters MassLynx and Thermo Fisher Masshunter software  
Confocal microscopy: Carl-zeiss Zen black software and FIJI/ImageJ win64 1.52i software  
Protein quantification: FIJI/ImageJ win64 1.52i software, Thermo Fisher iBright 1500 system

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data needed to evaluate this paper is available in the main text and Supplementary Information. RNA-Seq datasets are publicly available in the Gene Expression Omnibus (GSE152072; GSE197771). Uncropped gel and blot source data are provided in Supplementary Fig. 1. Source data (with statistical analyses) for Figs. 1-4 and Extended Data Figs. 1-10 are provided with this paper. Gene and protein sequence data were obtained from The Arabidopsis Information Resource (TAIR, <https://www.arabidopsis.org/>).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size and statistical analyses are described in the relevant Figure legends. Sample size was determined based on previous publications with similar experiments to allow for sufficient statistical analyses. These are consistent with the literature, e.g. Huot et al. 2017 Nature Commun 8:1808; Chen et al., 2020 Nature 580:653-657; Yuan et al., 2021 Nature 592:105-109. There were no statistical methods used to predetermine sample sizes. |
| Data exclusions | No data that pass quality control were excluded from statistical analysis.                                                                                                                                                                                                                                                                                                                                                                                 |
| Replication     | The number of independent replication for each experiment is described in the relevant figure legends. Two or more independent experiments were performed for all assays. Results were ensured to be reproducible in all repeats with the same trend.                                                                                                                                                                                                      |
| Randomization   | Plants of different genotypes were grown side by side in environmentally controlled growth chambers (light, temperature, humidity) to control other covariates and to minimize unexpected environmental variations. Leaf samples of similar ages were collected and assessed randomly for each genotype.                                                                                                                                                   |
| Blinding        | Researchers were not blinded to allocation during experiments and outcome assessment. This is in part because different plant genotypes, temperatures and treatments investigated exhibit quite distinct and obvious phenotypes visually; thus, blinding was not possible in these cases. Routine practices included more than one author observing/assessing phenotypes, whenever possible.                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | The anti-GBPL3 antibody was provided by Shuai Huang and John D. MacMicking (Yale University). Detailed description of this antibody is in the Huang et al., 2021 Nature 594:424-429. Commercially available antibodies are enlisted in Supplementary Table 5. |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

All antibodies used in this study are commercially available, and were validated according to manufacturer's specifications.

anti GBPL3 antibody: Huang et al., 2021 Nature 594:424-429.

anti-GFP antibody (Cat. No. ab290, Abcam): <https://www.abcam.com/gfp-antibody-ab290.html>

anti-GFP antibody (Cat. No. 632381, Clontech): <https://www.takarabio.com/documents/Certificate%20of%20Analysis/632380/632380-632381-070313.pdf>

anti-myc antibody (Cat. No. ab9106, Abcam): <https://www.abcam.com/myc-tag-antibody-ab9106.html>

anti-flag antibody (Cat. No. A00170, Genscript): [https://www.genscript.com/antibody/A00170-DYKDDDDK\\_tag\\_Antibody\\_pAb\\_Rabbit.html](https://www.genscript.com/antibody/A00170-DYKDDDDK_tag_Antibody_pAb_Rabbit.html)

anti-flag antibody (Cat. No. A00187, Genscript): [https://www.genscript.com/antibody/A00187-THE\\_DYKDDDDK\\_Tag\\_Antibody\\_mAb\\_Mouse.html](https://www.genscript.com/antibody/A00187-THE_DYKDDDDK_Tag_Antibody_mAb_Mouse.html)

anti-actin antibody (Cat. No. ab197345, Abcam): <https://www.abcam.com/actin-antibody-ab197345.html>

anti-Histone H3 antibody (Cat. No. AS10 710, Agrisera): <https://www.agrisera.com/en/artiklar/h3-histone-h3.html>

anti-MED6 antibody (Cat. No. AS14 2802, Agrisera): Bäckström S, Elfving N, Nilsson R, Wingsle G, Björklund S. Purification of a plant mediator from Arabidopsis thaliana identifies PFT1 as the Med25 subunit. Mol Cell. 2007 Jun 8;26(5):717-29.

anti-RNA polymerase II antibody (Cat. No. ab5131, Abcam): <https://www.abcam.com/rna-polymerase-ii-ctd-repeat-yspsps-phospho-s5-antibody-ab5131.html>

anti-UGPase antibody (Cat. No. AS05 086, Agrisera): <https://www.agrisera.com/en/artiklar/ugpase-udp-glucose-pyrophosphorylase-marker-of-cytoplasm.html>

anti-rabbit antibody (Cat. No. AS09 602, Agrisera): <https://www.agrisera.com/en/artiklar/goat-anti-rabbit-igg-hl.html>

anti-mouse antibody (Cat. No. NA931, Cytiva): <https://www.cytivalifesciences.com/en/us/shop/protein-analysis/blotting-and-detection/blotting-standards-and-reagents/amersham-ecl-hrp-conjugated-antibodies-p-06260>

anti-mouse antibody (Cat. No. 7076S, Cell Signaling): <https://www.cellsignal.com/products/secondary-antibodies/anti-mouse-igg-hrp-linked-antibody/7076>

How the deposited data were processed for this re-analysis (not part of the article)

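The data are RNA-seq expression values of leaves of *Arabidopsis* Col-0 plants inoculated with mock solution or *Pst* DC3000 and kept for 24 h at 23 °C or at the elevated temperature, which the methods and the columns of the table give as 30 °C and the Fig. 1 legend as 28 °C. The methods also give 48 h of acclimation to the temperatures before pathogen infiltration, unless otherwise specified. There are 12 libraries, 3 per group. The columns name the libraries MI1, MI2 and MI4 (mock, 23 °C), MI1, MI2 and MI3 (mock, 30 °C), DC6, DC7 and DC8 (*Pst*, 23 °C) and DC5, DC6 and DC8 (*Pst*, 30 °C), and these names are used for single libraries. All columns could be assigned to a group.

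The reporting summary lists adapter trimming with Trimmomatic, alignment with STAR, counting with featureCounts and TMM for the RNA-seq of the study. The genome build and the annotation are not given in the sources used here, so no coordinates were used, and the reference TAIR 10.1 served only for gene names, exon lengths and GC content. Of the 27655 genes in the table, 27445 were matched to it. The unit of the values was tested on the table. The totals of the libraries are unequal, and 73.9% to 75.7% of the low values, multiplied by exon length, lie within 0.02 of a whole multiple of 1 step per library, as RPKM of whole reads do. TPM would show such steps too, so only the unequal totals speak against TPM, and the values were taken as RPKM. The RPKM values were made by the authors from the reads counted on each gene, and were deposited in that form. The step implies library sizes of 24900000 to 32500000 reads. These sizes carry any scaling the authors applied, which the table does not separate, and the values were used as given. Between 6511 and 7127 genes are listed at 0 in a library.

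No pair of replicate libraries held identical columns. Pearson's r between replicates on log2(RPKM + 1), across genes, was 0.965 to 0.992, and genes are not independent replicates. The first principal component held 63.1% of the variance and parted mock from *Pst* plants, and the second held 23.0%. Each library correlated best with a library of its own group, except mock library MI1 at 23 °C, whose highest r (0.977) was with mock library MI1 at 30 °C and whose highest r within its group was 0.970.

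Analyses used R 4.3.3 with limma 3.58.1. A pseudocount of 1 was added before taking log2, and genes with at least 1 RPKM in at least 3 of the 12 libraries were tested (17483 genes). All libraries entered 1 fit with 4 groups, 8 residual degrees of freedom and an intensity trend in the variance. The comparisons were *Pst* against mock at each temperature, 30 °C against 23 °C in *Pst* and in mock plants, and the interaction, which is the *Pst* effect at 30 °C minus that at 23 °C. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2, the limit the paper gives for pathogen over mock. Tested on simulated data with 200 changed genes among 17483 and a log2 change of 2, the calls recovered 184 to 193 of them with 2 to 12 false calls per comparison. The changed genes were drawn from those with a mean log2(RPKM + 1) over 3, and the noise was drawn independently for each gene. These numbers are therefore not error rates of the real comparisons.

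Clusters A to F were counted from ratios of group means, with the fold limit of 2 for both treatment and temperature. The text of the paper gives no limit between temperatures for Fig. 1. Clusters 1, 2 and 3 of Supplementary Data 4, which the study chose on another experiment (Col-0 and *35S::CBP60g* plants inoculated with *Pst* DC3000), were tested with limma's camera at a preset correlation between genes of 0.01, with fry and with an estimated correlation beside it. No set test was made on lists that are incomplete in the copies used, nor on the genes printed in Fig. 1i.

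The genes named are those that the paper names for this RNA-seq or for the SA pathway, those printed in Fig. 1i, the 5 higher and 5 lower genes with the largest log2 fold change per comparison (past the thresholds, without overlap between groups except in the interaction, and with a mean of at least 5 RPKM), and heat, growth and jasmonate markers with the reference gene *PP2AA3*. Part of Supplementary Data 1 was open when this rule was written. Symbols were paired with identifiers through the reference and the supplementary tables, and *CDK8*, *GBPL3* and *HSP22* could not be paired. Apart from that open part of Supplementary Data 1, the data had not been examined when the rule, the tests and the alternatives were set. Those chosen later are named in the closing section.

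The alternatives were pseudocounts of 0.1 and 5, no filter and a filter at 5 RPKM, quantile normalization and median-ratio scaling, a fit of only the 2 groups compared, no variance trend, the adjusted p alone, each library left out in turn, other rules for the clusters, and other set tests. Groupings by chance were assessed by regrouping the libraries, with all 10 splits of 3 against 3 for a comparison of groups and 100 seeded draws for the interaction, in which the temperatures were regrouped within mock and within *Pst* plants. The qPCR, protein and ChIP data of the paper and the RNA-seq of Fig. 3 were not analysed here.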

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

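The test on library size and the tests on mock library MI1 were chosen only after the result was seen, and so was the criterion by which cluster 3 was judged against its level before infection. The parting of the splits by whether the *Pst* plants stayed together was also added later. The other tests of this part were set beforehand, and choices made later in the parts that follow are named there. With 3 libraries per group, no group was large enough to be searched for outlying libraries.

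The *Pst* effect differed between 23 °C and 30 °C in a test of the difference itself. The interaction of *Pst* and temperature was past the thresholds in 2466 genes, 691 with a higher and 1775 with a lower *Pst* effect at 30 °C. Of the calls, 28.0% were higher, or 39.3% after quantile normalization, which also moved the median interaction of all genes from 0.02 to 0.14. With the adjusted p alone the share was 43.9% (1961 higher and 2503 lower), so most of this imbalance goes with the fold limit. In 60 genes *Pst* acted in opposite directions at the 2 temperatures. The scaling of the libraries does not account for this pattern, since the number was 46 under the scaling that gave fewest. A trend with gene length or GC content does not account for them either, with 53 genes after both trends were removed from each library, against 59 of the same 17411 genes uncorrected. No one library made it, since leaving out mock library MI2 at 23 °C, which lowered the number most, left 40 genes. The depth of the libraries stays open in part. Of the 3 *Pst* libraries at 30 °C, 2 had implied sizes within the range of the other 9 libraries, and DC6 had the largest of all 12. Without DC6 at 30 °C the number was 65, which argues against the size of that library as the cause. Depth otherwise stays open, because the implied sizes carry any scaling by the authors. Other groupings of the libraries stay open for the 60 genes as well. Of 100 splits, 7 gave as many (the real one included), so by this share chance cannot be excluded. For the number of interaction genes 3 of 100 splits gave as many, a share under 0.05. The other splits that reached these numbers, 6 and 2 of them, kept the *Pst* plants of each temperature together and regrouped the mock plants, so they carry the real difference between the *Pst* groups. Because the splits regroup both treatments, the share bears on any temperature effect and not on the interaction alone. Of the 7 splits with whole *Pst* groups, the real one included, 3 gave as many interaction genes. They do not exclude chance in the grouping of the mock plants. In the splits that mixed the *Pst* plants, limma gave at most 0 genes with opposite effects (24 at an unadjusted p under 0.05 and the same fold limit) and 1 interaction gene (1887 unadjusted). Among the biological explanations, a different response of the plant and a different bacterial load at 30 °C were not tested apart.

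Of the named genes, 55 were past the thresholds in the interaction. In the first part of the rule, which covers genes named in the text of the paper and *EDS5*, which was found only in Fig. 1i, 15 were, all with a lower *Pst* effect at 30 °C. The interaction log2 fold change was −2.49 for *ICS1*, −2.68 for *EDS1*, −4.47 for *PAD4*, −2.71 for *CBP60g*, −3.96 for *SARD1*, −3.27 for *PBS3* and −1.67 for *EDS5*. It was −3.87 for *PR1*, −2.92 for *NPR3*, −1.95 for *NPR4*, −2.55 for *ALD1*, −2.72 for *LYK5*, −1.71 for *RLP23*, −1.38 for *MKK4* and −2.70 for *TZF1*. All 15 were negative under both other scalings. *RLP23* was not past the threshold with a pseudocount of 5 (−0.63), without *Pst* library DC8 at 23 °C (−1.46, adjusted p = 0.053) or without *Pst* library DC5 at 30 °C (−1.65, adjusted p = 0.051). The interaction of *MKK4* was no longer called in several fits with 1 library left out, although its value stayed between −1.35 and −1.07 in them. It was not past the threshold without mock library MI1 (adjusted p = 0.068) or MI2 (0.092) or *Pst* library DC6 (0.074) or DC7 (0.079) at 23 °C, nor without mock library MI3 (0.087) or *Pst* library DC5 (0.079) or DC8 (0.082) at 30 °C. It also did not pass without the filter (adjusted p = 0.062) or with quantile normalization (−1.17, adjusted p = 0.066). A trend with gene length or GC content was not tested gene by gene.

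The lists of clusters 1, 2 and 3 from the RNA-seq of Fig. 3 also differed in the interaction under camera. Cluster 1 (593 genes tested) had a median of −1.67 and an adjusted p of 5.27e-50, cluster 2 (439 genes) a median of 0.49 and 2.01e-07, and cluster 3 (806 genes) a median of −0.97 and 3.87e-22. Of 100 splits, 4 gave as small a p for cluster 1, 23 for cluster 2 and 1 for cluster 3, the real one included. The share was under 0.05 for clusters 1 and 3, and chance cannot be excluded for cluster 2. Because the splits regroup both treatments, the share bears on any temperature effect and not on the interaction alone. The 3 other splits that reached the p of cluster 1 kept the *Pst* plants of each temperature together, so they carry the real difference between the *Pst* groups. Splits that mixed the *Pst* plants also gave small p, with −log10 p up to 24.5 for cluster 1 and 17.3 for cluster 3, so the size of the camera p overstates the evidence. The calls hold under fry for the 3 clusters and under an estimated correlation for clusters 1 and 3, but not for cluster 2 (adjusted p = 0.142). A lower level before infection would leave a median interaction near 0, and the values of −1.67 and −0.97 argue against it for clusters 1 and 3. The limit of −1 set beforehand was reached by cluster 1 and not by cluster 3. In mock plants the median temperature effect was −0.39 in cluster 1 and 0.05 in cluster 3, against −2.04 and −0.76 in *Pst* plants. A lower level without infection stays open as part of the difference in cluster 1. All 3 calls hold under quantile normalization and median-ratio scaling. Length and GC trends were not tested for the lists.

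The text of the paper does not report the temperature effect in mock plants from this RNA-seq, which was past the thresholds in 1199 genes. Scaling does not explain it (1196 genes under the scaling that gave fewest), and neither does a trend with gene length or GC content (1217 genes after correction). Single libraries change the number but no one makes it. It was 545 without mock library MI4, 689 without MI2 and 1964 without MI1 at 23 °C, and 584 without MI2 and 1331 without MI1 at 30 °C. Of the 10 splits of the 6 mock libraries, 1, the real one, gave as many genes, and the largest number in another split was 20. With 10 splits the share cannot fall under 0.1 whatever the values are, so the splits cannot exclude chance. A response of uninfected plants to temperature, which the design names, stays a hypothesis.

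Mock library MI1 at 23 °C correlated best with a mock library at 30 °C. On a scale from 0 (the other mock libraries at 23 °C) to 1 (mock at 30 °C), its median position was 0.54 over the 1964 genes called without it, with quartiles of 0.39 and 0.68. The other mock libraries at 23 °C lay at −0.09 and −0.22, each over the genes called without it. A swap with a mock library at 30 °C would need one near 0 there, and the lowest of these lay at 0.71. MI1 lay beyond all 3 mock libraries at 30 °C, on the side of 23 °C, in 83.7% of these genes, and beyond each 2 of them in 84.2% to 93.1%. This argues against a plant like those 3, as does the criterion written for this test, which counted a position between the groups against a wrong label. But mock library MI1 at 30 °C itself lay beyond the 2 others of its group in 74.1% of the genes called without it, while MI2 and MI3 did so in 11.8% and 50.4%, so these shares differ widely within that group. A wrong label for MI1 alone cannot be told apart from a plant or RNA pool of intermediate state, because the spread of 3 libraries is too wide to exclude it, and a mixture of plants was not tested. *PR1*, picked for this comparison after its values were seen, was at 43.8, 48.1 and 124 RPKM in the mock libraries at 23 °C and at 1.70 to 2.52 RPKM in those at 30 °C.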

How the results depend on the processing

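The adjusted p without the fold limit, a pseudocount of 5 and the rules for the clusters moved the numbers of genes most among the alternatives without a block. No call of a named gene, or of the lists of Fig. 3, changed direction under any alternative run, and the other genes were compared as counts. For the named genes, 6664 values over these alternatives and all comparisons kept their direction and their side of the threshold, 86 no longer passed it and 67 newly passed it, each in the same direction. Another 67 changed sign while passing the threshold neither before nor after, such as the interaction of *WRKY75*.

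With a pseudocount of 5, 819 genes were higher and 753 lower after *Pst* at 23 °C, 1339 and 2030 at 30 °C, 456 and 1183 between *Pst* plants at 30 °C and 23 °C, 301 and 255 between mock plants, and 438 and 1016 in the interaction, with 30 genes in opposite directions. With a pseudocount of 0.1 there were 96 such genes. With the adjusted p alone, the numbers in the same order were 3761 and 3899, 5551 and 5892, 3750 and 4030, 1863 and 2294, 1961 and 2503 in the interaction, and 295 in opposite directions. A larger pseudocount shrinks fold changes at low expression, and without the fold limit more genes pass by construction.

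With each library left out in turn, the genes higher between mock plants ranged from 336 without mock library MI4 to 1140 without mock library MI1 at 23 °C, and those lower from 209 to 824 without the same libraries. Cluster F ranged from 138 without mock library MI3 at 30 °C to 284 without *Pst* library DC8 at 23 °C. The other numbers stayed within 1.5 times their values. Leaving out a library also lowers the residual degrees of freedom, and the remaining cause was not tested.

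Cluster sizes depended on the rule. Without the filter, cluster A held 581 genes, E 3703, F 398 and the genes induced at one temperature and repressed at the other 402, because more genes entered. With the filter at 5 RPKM, C held 525, F 71 and the genes of mixed direction 104, because fewer did. Quantile normalization gave 297 for F. Taking induction at 23 °C only gave 889 for B, 481 for C, 741 for D, 1203 for E and 0 of mixed direction. A temperature limit of 1.5 gave 1112 for B, 1401 for C, 1509 for E and 357 for F. The ratio of pathogen/mock ratios gave 97 for F, and ratios with the adjusted p gave 95 for F and 90 of mixed direction. A rule chosen after the values were seen gave 717 for A, 845 for D, 1501 for E, 402 for F and 0 of mixed direction.

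For the lists of Fig. 3, the temperature effect in mock plants was the least stable. For cluster 2 it was at an adjusted p of 0.145 under fry and 0.380 under an estimated correlation, and between 0.000409 and 0.0847 with each library left out (0.0847 without mock library MI1 at 30 °C). For cluster 1 it was at 0.344 under an estimated correlation. For cluster 3 it passed with the filter at 5 RPKM (0.0479) and without mock library MI1 at 30 °C (0.0399). With each library left out it ranged from 0.0399 to 0.510, and it was 0.593 under fry and 0.626 under an estimated correlation. Under an estimated correlation, cluster 2 did not pass in *Pst* plants (0.0712) or in the interaction (0.142). The cause was not tested.

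The replicate numbers of the sample records could not be assigned to the columns. A replicate block on the column numbers, chosen after the data were seen, was fitted instead. MI1 and MI2 recur in both mock groups and DC6 and DC8 in both *Pst* groups, which leaves 2 residual degrees of freedom and no *Pst* effect. The deviations of libraries with the same number correlated at −0.34 (MI1), −0.12 (MI2), 0.11 (DC6) and 0.46 (DC8). These values differ in sign and do not settle whether a shared number marks a real block. With this block, 701 genes were higher and 1898 lower between *Pst* plants, 290 and 997 in the interaction, and by limma 0 and 2 between mock plants (3560 at an unadjusted p under 0.05). All camera calls on the lists of Fig. 3 were the same with it. Of the values of named genes, 168 kept their direction and their side of the threshold, 30 were no longer past it and 2 changed sign without passing it.

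The count test was not run, since the values were taken as RPKM and reads could be recovered as whole numbers for only part of the genes. Scaling moved the median of all genes by over 0.1 in some comparisons. Quantile normalization brought it from −0.01 to 0.12 for *Pst* at 30 °C and from 0.02 to 0.14 between *Pst* plants. Depth limits the genes near the filter, where 1 read on 1 kb is worth up to 0.0402 RPKM.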

Differences from the paper's values

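The sizes of all 6 clusters in Supplementary Table 1 differed from those counted here, 4 of them by over 1.5 times. Clusters B (1236 in the paper, 1838 here) and C (619 in the paper, 805 here) differed by less, B only just. For cluster A the paper's value is 717 genes and the value here 335. It came within 1.5 times of the paper's without the filter (581), and stayed outside under the other alternatives set beforehand. For cluster D the paper's value is 845 and the value here 1781, and only taking induction or repression at 23 °C alone came within 1.5 times (741). For cluster E the paper's value is 1501 and the value here 2310. It came within 1.5 times with the filter at 5 RPKM (1656), quantile normalization (2190), induction at 23 °C alone (1203), a temperature limit of 1.5 (1509), the ratio of pathogen/mock ratios (1849) and without mock library MI2 at 30 °C (2235) or *Pst* library DC6 at 23 °C (2172), but not without the filter, with median-ratio scaling, with the adjusted p or without any other library. For cluster F the paper's value is 402 and the value here 161. It came within 1.5 times without the filter (398), with quantile normalization (297), with a limit of 1.5 (357) and without *Pst* library DC8 at 23 °C (284), and not under the others.

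A rule chosen after seeing the values, with induction or repression at 23 °C alone, no filter and every mean in the ratios above 0, gave the paper's sizes in all 6 clusters (717, 1236, 619, 845, 1501 and 402) and dropped 0 of the genes of the paper's lists that could be compared. The paper's text does not give this rule.

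The paper states that the induction of *WRKY75* by the pathogen is suppressed at the elevated temperature. Its level in *Pst* plants was lower at 30 °C here (−2.19), as the paper states. The *Pst* effect was 2.61 at 23 °C and 1.99 at 30 °C, with an interaction of −0.62 (SE 0.61, adjusted p = 0.47) that turned to 0.25 with a pseudocount of 0.1, and ratios of the *Pst* to the mock mean of 7.12 and 8.53. A smaller induction was therefore not shown here, and it is not excluded. For *ICS1*, *EDS1* and *PAD4*, which the paper names with it, the interaction was −2.49, −2.68 and −4.47.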

Other observations

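No test in this part was chosen after the result was seen, and the genes named follow the rule set beforehand.

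In each of 3 comparisons of groups, 1 of 10 splits, the real one, gave as many genes. This was so for *Pst* at 23 °C (1 of 10), for *Pst* at 30 °C (1 of 10) and for temperature in *Pst* plants (1 of 10). By limma the other splits gave at most 2, 0 and 0 genes (384, 48 and 179 at an unadjusted p under 0.05 and the same fold limit), against 2706, 5427 and 2826 in the real ones. With 10 splits the share cannot fall under 0.1 whatever the values are, so the splits cannot exclude chance. For the lists of Fig. 3, the temperature effect in *Pst* plants gave as small a camera p in 1 of 10 splits for cluster 1, 2 of 10 for cluster 2 and 1 of 10 for cluster 3. In mock plants these numbers were 6, 6 and 7 of 10, so chance cannot be excluded there.

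The lists of Fig. 3 are independent of these libraries. In *Pst* plants, cluster 1 was lower at 30 °C, with a median log2 fold change of −2.04, 432 of 593 genes lower and 4 higher (443 in all adjusted over the list alone, camera adjusted p = 2.99e-48). Cluster 2 was higher, with a median of 0.64, 142 of 439 genes higher and 17 lower (159 in all adjusted over the list alone, adjusted p = 1.44e-11). Cluster 3 was lower, with a median of −0.76, 321 of 806 genes lower and 4 higher (326 in all adjusted over the list alone, adjusted p = 2.30e-17). In mock plants the adjusted p was 4.7e-05 for cluster 1 (median −0.39), 0.0050 for cluster 2 (median 0.14) and 0.17 for cluster 3 (median 0.05). For cluster 3 the direction under camera was upward.

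Among other genes the paper names, *PBS3* went from 327 ± 125 RPKM in *Pst* plants at 23 °C to 14.0 ± 5.94 RPKM at 30 °C (SD, n = 3) and *ALD1* from 27.9 ± 13.4 to 1.02 ± 0.411 RPKM. *RLP23* and *LYK5* were not induced by *Pst* at 23 °C, with log2 fold changes of −0.22 (limma adjusted p = 0.61) and 0.07 (0.79). In *Pst* plants at 30 °C they were at 0.407 ± 0.122 and 1.65 ± 0.169 RPKM, lower than in *Pst* plants at 23 °C by log2 fold changes of −3.61 and −2.10. *TGA1* had a log2 fold change of −0.61 between *Pst* plants at the 2 temperatures (adjusted p = 0.064), not past the thresholds. *TZF1* was lower after *Pst* inoculation at both temperatures, by −1.64 at 23 °C and −4.34 at 30 °C. *NPR1* went from 49.4 ± 2.54 RPKM in *Pst* plants at 23 °C to 19.6 ± 1.21 RPKM at 30 °C, a log2 fold change of −1.29 (adjusted p = 1.1e-05), and by −0.39 in mock plants, where it was not past the thresholds. The paper, citing an earlier study, calls *NPR1* transcript levels resilient to temperature, in a passage on BTH-treated plants. For *TZF1* it states high induction by BTH at elevated temperature. No BTH-treated plants are among these libraries, so neither statement was tested for BTH here.

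The jasmonate markers *VSP1* and *VSP2* were higher in *Pst* plants at 30 °C than at 23 °C, with means of 2322 against 97.8 RPKM and 4126 against 587 RPKM, and log2 fold changes of 4.80 (adjusted p = 3.2e-05) and 3.14 (0.00077). *LOX2* (0.54), *JAZ10* (0.90), *AOS* (0.68) and *OPR3* (0.31) had positive log2 fold changes that were not past the thresholds. All 6 stayed positive under both other scalings, where *LOX2* and *AOS* passed with quantile normalization (1.02 and 1.05). *JAZ10* passed without *Pst* library DC6 at 23 °C (1.25, adjusted p = 0.033).

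Among the heat markers, *HSP70* was higher at 30 °C in *Pst* plants (1.31, adjusted p = 0.0044) and in mock plants (1.37, adjusted p = 0.011), the latter not without mock library MI2 at 30 °C (adjusted p = 0.053). *HSP18.2* passed in *Pst* plants (1.62, adjusted p = 0.00015), but not with a pseudocount of 5 (0.75). *HSP101*, *HSFA2*, *HSP17.6A* and *HSP17.6II* did not pass in either. *HSP21* and *YUC8* were below the filter, with highest values of 0.416 and 0.331 RPKM. *PIF4* was not past the thresholds in *Pst* plants (0.31) or mock plants (0.35). *PP2AA3*, the reference gene of the paper's qPCR, was not past them in *Pst* plants (−0.26, adjusted p = 0.035) or mock plants (−0.01, which turned to 0.07 with quantile normalization).

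By the rule for named genes, the largest falls between *Pst* plants were in *PCR1* (−8.46), *PR1* (−8.24), AT5G03350 (−7.70), *PCC1* (−7.49) and *LURP1* (−6.88) at 30 °C, and the largest rises in AT4G11310 (4.99) and *TT4* (4.93). In mock plants the largest rise was in AT2G10940 (6.10) and the largest fall in *PR1* (−4.37).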
